# The direction of cross obesity after puberty in male but not female offspring

**DOI:** 10.1186/s12864-015-2164-2

**Published:** 2015-11-06

**Authors:** Stefan Kärst, Danny Arends, Sebastian Heise, Jan Trost, Marie-Laure Yaspo, Vyacheslav Amstislavskiy, Thomas Risch, Hans Lehrach, Gudrun A. Brockmann

**Keywords:** Allele-specific gene expression, Allelic imbalance, High fat diet, Imprinting, Peg3, Circadian rhythm, Sex differences, Sex hormones

## Abstract

**Background:**

We investigated parent-of-origin and allele-specific expression effects on obesity and hepatic gene expression in reciprocal crosses between the Berlin Fat Mouse Inbred line (BFMI) and C57Bl/6NCrl (B6N).

**Results:**

We found that F1-males with a BFMI mother developed 1.8 times more fat mass on a high fat diet at 10 weeks than F1-males of a BFMI father. The phenotype was detectable from six weeks on and was preserved after cross-fostering. RNA-seq data of liver provided evidence for higher biosynthesis and elongation of fatty acids (*p* = 0.00635) in obese male offspring of a BFMI mother versus lean offspring of a BFMI father. Furthermore, fatty acid degradation (*p* = 0.00198) and the peroxisome pathway were impaired (*p* = 0.00094). The circadian rhythm was affected as well (*p* = 0.00087). Among the highest up-regulated protein coding genes in obese males were Acot4 (1.82 fold, *p* = 0.022), Cyp4a10 (1.35 fold, *p* = 0.026) and Cyp4a14 (1.32 fold, *p* = 0.012), which hydroxylize fatty acids and which are known to be increased in liver steatosis. Obese males showed lower expression of the genetically imprinted and paternally expressed 3 (Peg3) gene (0.31 fold, *p* = 0.046) and higher expression of the androgen receptor (Ar) gene (2.38 fold, *p* = 0.068). Allelic imbalance was found for expression of ATP-binding cassette transporter gene Abca8b. Several of the differentially expressed genes contain estrogen response elements.

**Conclusions:**

Parent-of-origin effects during gametogenesis and/or fetal development in an obese mother epigenetically modify the transcription of genes that lead to enhanced fatty acid synthesis and impair β-oxidation in the liver of male, but not female F1 offspring. Down-regulation of Peg3 could contribute to trigger this metabolic setting. At puberty, higher amounts of the androgen receptor and altered access to estrogen response elements in affected genes are likely responsible for male specific expression of genes that were epigenetically triggered. A suggestive lack of estrogen binding motifs was found for highly down-regulated genes in adult hepatocytes of obese F1 males (*p* = 0.074).

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2164-2) contains supplementary material, which is available to authorized users.

## Background

Besides nutrition and sedentary lifestyle, genetic predisposition contributes to obesity. To assess the genetic determinants of obesity, many large-scale genome-wide association studies were performed in different human populations. These studies led to the identification of about 350 genomic loci contributing to obesity [1]. However, their effects are small and the overall contribution of all detected loci to the variance in a population was small (0.01 % to 0.34 %) [2–6]. Therefore, additional factors could contribute to obesity in an individual. Missing heritability can be hidden in genetic effects of rare alleles, epistatic interaction and gene-by-environment interaction, but can be also contributed to by parent-of-origin specific effects. Parent-of-origin effects include the Y chromosome, mitochondria, parental-specific genetic imprinting, and maternal environmental effects during pregnancy and the suckling period.

In a mouse model of juvenile obesity, we tested, if parental obesity influences the transmission of predisposition for adiposity to F1 offspring. We used the Berlin Fat Mouse Inbred line (BFMI) which carries a recessive mutation responsible for high fat deposition in particular during early development between four and ten weeks [7]. At ten weeks BFMI males are 5.5 times as obese as C57BL/6Nrl mice (B6N).

In reciprocal crosses between BFMI and B6N mice we tested the development of obesity in F1 males and females and their response to the obese parent with respect to gene expression in the liver. The results provide evidence for regulation of genes by the influence of the direction-of-cross, which leads to obesity and fatty liver exclusively in male offspring of obese BFMI mothers.

## Methods

### Animals

Reciprocal crosses were generated from the Berlin Fat Mouse Inbred line BFMI860-12/Hber (BFMI) and C57BL/6NCrl (B6N). Seven BFMI males were mated with seven B6N females and six B6N males with six BFMI860 females to generate 48 F1 animals (deemed patBFMI and matBFMI, respectively). Each reciprocal F1 offspring groups consisted of 12 males and 12 females. From these animals three F1 males (matBFMI) from three BFMI females and three F1 males (patBFMI) from three B6N females were used for RNA-seq transcriptome measurements. One high fat diet raised male and female from each inbred parental strain (BFMI and B6N) were used as parental strain control animals and measured via RNA-seq as well. For the cross-fostering experiment, six BFMIxB6N and six B6NxBFMI crosses generated two additional groups of reciprocal F1 animals with a total of 88 animals, 46 with a BFMI father (23 males, 23 females) and 42 with a BFMI mother (24 males, 18 females). For cross-fostering, litters were exchanged between B6N and BFMI mothers within 12 hours after birth. The litter size ranged between four and eleven offspring. Two animals per cross-fostering group were excluded due to outlier testing (R-package “outliers”).

Parents were fed a standard breeding diet (SBD). F1-animals were fed a high fat diet (HFD) from weaning at 21 days until 70 days when offspring was euthanized and dissected. The SBD contained 16.7 MJ/kg of metabolisable energy, 11 % from fat, 36 % from proteins and 53 % from carbohydrates (V1534-000, ssniff EF R/M, Ssniff GmbH, Soest/Germany). The HFD contained 19.5 MJ/kg of metabolisable energy, 45 % from fat, 24 % from proteins and 31 % from carbohydrates (E15103–34, ssniff EF R/M, Ssniff GmbH, Soest/Germany). All experimental treatments of animals were approved by the German Animal Welfare Authorities (approval no. G016/11).

### Phenotyping

Body weight and body composition (total lean mass, total fat mass) were recorded weekly from week three and four. Body composition was measured using EchoMRI whole-body composition analyzer (Echo Medical Systems, Houston, TX, USA). At ten weeks blood glucose levels were measured prior to dissection after 2 hours of fasting using a glucometer (Contour, Bayer, Leverkusen, Germany). Liver triglycerides and proteins were measured in homogenized liver samples by commercially available kits (DC Protein Assay, Bio-Rad, München, Germany; TRIGS Triglycerides Assay, Randox, Crumlin, United Kingdom). For test statistics between the matBFMI and patBFMI, we applied a linear model using anova in R. Since litter size had a significant effect on all traits, phenotypic values were adjusted for litter size before statistic tests were performed, except for blood glucose and liver triglycerides.

### RNA preparation and sequencing

RNA sequencing was performed on 10 liver samples: 1 male and 1 female B6N mouse, 1 male and 1 female BFMI mouse, 3 F1 (BFMI x B6N) males (patBFMI), and 3 F1 (B6N x BFMI) males (matBFMI). The F1 males were of non-cross-fostered mice. Tissue samples were frozen in liquid nitrogen and stored at –80 °C until RNA preparation. RNA was prepared using the RiboZero RNA library protocol. Paired end RNA sequencing was run on an Illumina HiSeq2000 machine.

### Analysis of RNA-Seq data

After sequencing, bcl2fastq v1.8.4 [8] was used for base calling and demultiplexing. Paired end reads were trimmed using Trimmomatic [9] using standard settings. TruSeq3-PE adapter sequences provided by Illumina were used for adapter trimming. Reads were aligned against Mus musculus GRCm38 reference genome (Ensembl) using BWA [10], after which GATK [11] was applied to do base quality score recalibration, indel realignment, duplicate removal, SNP/INDEL discovery and genotyping across all 10 samples using standard hard filtering parameters or variant quality score recalibration according to GATK Best Practices recommendations [12].

Raw reads from RNA-Seq data were extracted from BAM files using the GenomicFeatures package using the Mus_musculus.GRCm38.81.gtf file obtained from ensembl, overlap between genes and raw reads was calculated in ‘union’ mode using the Rsamtools package [13]. Reads were quantile normalized between samples using the preprocessCore package. After sample quantile normalization, RPKM values for each gene were calculated, which were then log transformed ( ln(n + 1) ) to reduce the effect of extreme RPKM values in subsequent statistical tests. The biomaRt R package was used to provide additional gene annotation such as MGI descriptions (using the M. musculus ensembl database GRCm38.p4).

We analyzed the gene expression of the reciprocal F1 populations with respect to differentially expressed genes, pathways, and allele specific expression. Testing for differences between the two groups of reciprocal crosses was done using two sided t-tests. Due to limited sample sizes of three animals per F1 group, adjustment for multiple testing was not applied for differential gene expression analysis. The original transcriptome sequencing data for all ten animals tested are available at the GEO database (http://www.ncbi.nlm.nih.gov/geo/).

### Pathway analyses

Genes that were differentially expressed (*p* < 0.05) between the two groups of F1 males with RPKM values > 0.5 in at least one of the F1 groups and gene expression differences of > = 20 % were subjected to overrepresentation analyses in KEGG pathways using innateDB [14] to identify pathways associated with these genes [15]. We used the default hypergeometric algorithm and the Benjamini Hochberg algorithm for multiple testing corrections. Heatmaps were created for selected pathways using the mean gene expression per group.

### Analysis of allele specific expression (ASE)

To assess ASE in the reciprocal F1 crosses, bcftools was used to perform SNPs calling on the entire population (all 10 animals: 2 BFMI, 2 B6N, 3 matBFMI, 3 patBFMI). Detected SNPs underwent a rigorous data quality checks to make sure detected SNPs showed sufficient coverage in the entire population. The individuals from the BFMI and B6N pure lines were analyzed to detect homozygous SNPs that showed different alleles between B6N and BFMI. We demanded that all SNPs found in the four parental strain animals had non-missing data (neither low confidence nor low coverage). SNPs were called using the samtools mpileup tool. Subsequently, the generated bcf file was processed using BCFtools [16] and filtered using the provided vcfutils.pl script for SNPs with a 100 reads minimum for the entire population (over all 10 animals). After using the entire population for SNP calling, we reanalyzed all SNPs per individual using the samtools mpileup tool to obtain DP4 measurements for each F1 individual. SNPs with low confidence (Phred probability threshold < 50) or less than 5 high quality reads in an individual were excluded from further analyses. Allele ratios alt/(ref + alt) were calculated for all remaining SNPs. Additionally, we filtered for consistency between the different individuals from the same F1 cross direction. If the standard deviation of the alt/(ref + alt) ratios across the 3 individuals per F1 group was > 20 %, the SNP was removed due to the fact that the data was not consistent across the individuals.

After filtering for high quality SNPs which are homozygous (but different) between the parental strains, $$ \chi $$^2^ scores were calculated for each individual. $$ \chi $$^2^ scores were adjusted to account for direction of the effect (< 50 % vs. > 50 %) and scores were square root transformed to minimize the impact of a single F1 individual (in the F1 groups) showing a highly significant deviation from the expected 50:50 ratio. Summed scores across all individuals in a F1 cross direction (matBFMI and patBFMI) were calculated to obtain a group based $$ \chi $$^2^ score, which were then subtracted from each other to get a group difference score per SNP. To account for over dispersion in the read counts obtained from the DP4 values, we permuted our group based $$ \chi $$^2^ scores to obtain a 5 % FDR threshold for SNPs that show significant ASE in either the patBFMI or the matBFMI group.

### Analysis of transcription factor binding sites

Differentially expressed genes (*p* < 0.05) were submitted to transcription factor binding site (TFBS) analysis. For each gene we extracted the upstream (2000 bp) and downstream (1000 bp) region around the transcription start using the TxDb.Mmusculus.UCSC.mm10 package from bioconductor [17]. All known mouse TFBS motifs were downloaded from the Jaspar database into R using the MotifDb package [18, 19].

Each gene region of 3000 basepairs was scanned for all estrogen receptor related motifs in the Jasper database using the Biostrings package [20], for each motif we recorded the number of matches within the 3000 bp region (Mmusculus-jolma2013-Esrra-2 -UniPROBE-Esrra.UP00079, -JASPAR_CORE-Esrrb-MA0141.1, -JASPAR_2014-Esrrb-MA0141.2). Additionally, position weight matrices for estrogen receptor alpha (ER), estrogen response element (ERE) and the binding site for glucocorticoid receptor (GR)[21, 22] were applied as well.

Since only one weight matrices (jolma2013-Ar) was available in the Jasper database for androgen response elements (AREs) in mouse, we created position weight matrices for androgen response elements using the motifs from Shaffer et al. for ARE, ARE2, ADR3, IR3 [23]. We used a conservative threshold of 90 % for sensitivity and specificity. A list of the applied position weight matrices is given in Additional file 1: Table S3.

Additionally, we compared the occurrence of TFBS in both differentially and allele specific expressed genes with 1,000 permutations of random sets of genes of the respective same group size.

### Quantitative PCR

RNA from ten male matBFMI and ten male patBFMI was extracted from liver tissue. Total RNA was isolated from liver tissue using the NucleoSpin RNA II kit (Macherey-Nagel, Düren, Germany). One μg of total RNA was reverse-transcribed into cDNA using AccuScript High Fidelity Transcriptase (Stratagene Europe, Amsterdam, Netherlands) and Oligo (dT) primers (Ark Scientific, Sigma-Aldrich, München, Germany). The cDNA integrity was checked in a polymerase chain reaction (PCR). For semi-quantitative real-time PCR 20 ng cDNA was mixed with the qPCR mastermix of the Plus Kit for SYBR Green (Eurogentec, Cologne, Germany) and 300 nM of the primers at a final volume of 10 μl per reaction. The amplification protocol included a 10 min DNA denaturation step at 95 °C, followed by 40 cycles consisting of 20 s at 60 °C and 40 s at 72 °C. Quantification of mRNA transcript amounts was performed using the Applied Biosystems® ViiA™ 7 Real-Time PCR System and ViiA™ Software v.1.2.1. Primers for target genes Ar, Peg3 and Srebf1 were designed using Primer3web [24]. Sequences for reference gene primers (Actb, Mrpl46, Srp72) were taken from Hruz et al. [25]. The geometric mean of the three reference genes was used to normalize target gene expression. Relative quantification of gene expression was performed according to ABI's user guide [26]. Further details are provided in Additional file 2: Table S4.

## Results and discussion

### Phenotypes

Since BFMI animals carry a major recessive mutation leading to juvenile obesity in homozygous carriers [27], we expected lean F1-offspring in either cross direction. However, data provided evidence for the development of obesity in F1 males, if the mother originates from the obese BFMI line (matBFMI), while females of the same cross direction and both sexes of the reciprocal cross had normal body weight and fat mass (Table 1). Body mass did not differ significantly between offspring of the reciprocal crosses, but F1 males from BFMI mothers (matBFMI) had 1.83 times more adipose tissue mass at 10 weeks (*p* = 0.0037) than F1 males from BFMI fathers (patBFMI). Since the lean mass was only marginally lower in the obese matBFMI versus the lean patBFMI F1 males (0.98 fold, *p* = 0.054), the fat to lean mass ratio was also 1.86 times higher in matBFMI males (*p* = 0.0009). Moreover, matBFMI also showed ectopic fat storage in the liver with fat content being 1.30 times higher than in patBFMI males from the reciprocal cross (*p* = 0.084). The higher fat mass in matBFMI males began at puberty and was significant from seven weeks on (Fig. 1).

**Table 1:** Phenotypes of 10 weeks old males and females of reciprocal crosses between BFMI and B6N with and without cross-fostering on high fat diet

Phenotypes^1^	F1(BFMI x B6N)		F1(B6N x BFMI)		*p*-Value for direction-of-cross effect	
	BFMI father (patBFMI)		BFMI mother (matBFMI)			
	Males	Females	Males	Females	Males	Females
Maternal fostering						
Body mass (g)	34.23 (3.26)	26.16 (2.02)	36.82 (3.96)	25.27 (2.06)	n.s.	n.s.
Fat mass (g)	3.86 (1.49)	3.34 (1.01)	7.06 (2.56)	3.44 (1.04)	0.0037	n.s.
Lean mass (g)	27.54 (2.06)	20.45 (1.00)	26.93 (2.10)	19.68 (1.09)	0.0536	0.0855
Fat / Lean mass ratio	0.14 (0.05)	0.16 (0.04)	0.26 (0.08)	0.17 (0.05)	0.0009	n.s.
Liver mass (g)	1.55 (0.23)	1.21 (0.10)	1.68 (0.18)	1.16 (0.12)	n.s.	n.s.
Liver triglycerides/ protein (μg/μg)	0.45 (0.09)	0.47 (0.11)	0.59 (0.22)	0.45 (0.08)	0.0843	n.s.
Blood glucose levels (mg/dl)	165.33 (27.20)	135.92 (12.22)	174.25 (23.80)	133.25 (10.71)	n.s.	n.s.
Cross-fostering						
Body mass (g)	34.27 (3.41)	25.96 (3.75)	35.63 (2.65)	24.36 (1.71)	n.s.	n.s.
Fat mass (g)	4.06 (2.06)	3.45 (1.56)	5.54 (1.74) *	2.70 (0.99)	0.0142	n.s.
Lean mass (g)	29.54 (1.84) **	21.69 (3.06)	29.61 (1.68) **	20.64 (1.19) °	n.s.	n.s.
Fat / Lean mass ratio	0.14 (0.06)	0.16 (0.07)	0.19 (0.06) **	0.13 (0.04) °	0.0067	n.s.
Liver mass (g)	1.66 (0.21)	1.22 (0.23)	1.75 (0.15)	1.17 (0.13)	n.s.	n.s.
Liver triglycerides/ protein (μg/μg)	0.15 (0.09)**	0.34 (0.17)°	0.21 (0.08)**	0.26 (0.13)**	0.0307	n.s.
Blood glucose levels (mg/dl)	137.82 (19.07) **	130.36 (13.13)	151.83 (22.7) *	139.29 (20.64)	0.0307	n.s.

^1^shown are means ± standard deviation after correction for litter size, except for blood glucose and liver triglycerides, which were not affected by the litter size. Asterisks additionally indicate significant effects of cross fostering on phenotypes comparing animals of the same direction of cross (patBFMI vs. cross-fostered patBFMI, matBFMI vs. cross-fostered matBFMI) (**p < 0.01, *p < 0.05, °*p* < 0.1)

**Fig. 1:**
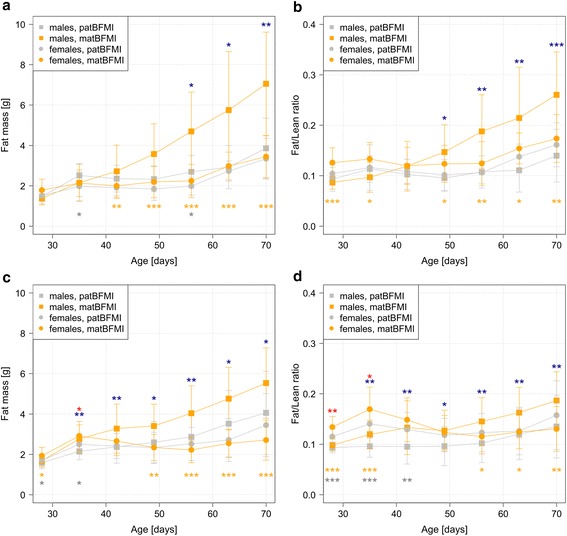
Development of phenotypes of males and females on a high fat diet of the two reciprocal F1-crosses until 10 weeks. The figures show means ± standard deviations of the total fat mass and the total fat mass-to-total-lean mass-ratios in F1-animals without (**a** and **b**, respectively) and with cross-fostering (**c** and **d**, respectively). Paternal and maternal BFMI (pat, mat) indicates direction of cross. Asterisks indicate significant differences between different reciprocal crosses for males (blue) and females (red) and significant differences within the same reciprocal cross between males and females of matBFMI (orange) and patBFMI (grey) (***p < 0.001, **p < 0.01, *p < 0.05)

A cross-fostering experiment was performed to assess the influence of postnatal maternal effects such as milk energy content and behavior during the suckling period on later development of fat deposition in offspring. This experiment validated the results obtained before, but fat deposition was a little lower (Fig. 1). Cross-fostering led to a reduction of adipose tissue mass in male and female F1 offspring of BFMI mothers by approximately 22 % if they were raised by lean B6N foster mothers. Cross-fostered F1 males of BFMI mothers still developed 1.36 times higher fat mass (*p* = 0.0142), had a 1.36 times higher fat to lean ratio (*p* = 0.0067), 1.40 times higher hepatic triglyceride levels (*p* = 0.03070) and higher blood glucose levels (1.10 fold, *p* = 0.03073) than cross-fostered F1 males of the reciprocal cross (Table 2). These data support an effect of the suckling period on later obesity and diabetes development that has been shown before [28–30].

**Table 2:** KEGG pathways affected by the direction of cross in F1 males (*p* < 0.05)

KEGG ID	Major category/Subcategory	Pathway Name	Proportion of genes in pathway	Identified genes ^1^ fold-change (matBFMI vs. patBFMI)	TFBS ^2^	Corrected P-Value for pathway ORA
04710	Organismal Systems/ Environmental adaptation	Circadian rhythm	10 %	Arntl (0.54)	-	0.00087
				Per2 (1.32)	-	
				Per3 (1.71)	-	
04146	Cellular Processes/Transport and catabolism	Peroxisome	5 %	Abcd1 (1.22)	-	0.00094
				Abcd2 (1.52)	-	
				Acsl3 (1.22)	-	
				Crat (1.27)	-	
00830	Metabolism/Metabolism of cofactors and vitamins	Retinol metabolism	5 %	Cyp2c38 (1.61)	Esrra, Esrrb	0.00113
				Cyp2c39 (1.29)	Esrra, Esrrb	
				Cyp4a10 (1.35)	ERE, IR3	
				Cyp4a14 (1.32)	-	
00590	Metabolism/Lipid metabolism	Arachidonic acid metabolism	4 %	Cyp2c38 (1.61)	Esrra, Esrrb	0.00099
				Cyp2c39 (1.29)	Esrra, Esrrb	
				Cyp4a10 (1.35)	ERE, IR3	
				Cyp4a14 (1.32)	-	
00071	Metabolism/Lipid metabolism	Fatty acid degradation	6 %	Acsl3 (1.22)	-	0.00198
				Cyp4a10 (1.35)	ERE, IR3	
				Cyp4a14 (1.32)	-	
00061	Metabolism/Lipid metabolism	Fatty acid biosynthesis	14 %	Acsl3 (1.22)	-	0.00282
				Fasn (1.22)	ERE	
03320	Organismal Systems/ Endocrine system	PPAR signaling pathway	4 %	Acsl3 (1.22)	-	0.00617
				Cyp4a10 (1.35)	ERE, IR3	
				Cyp4a14 (1.32)	-	
00062	Metabolism/ Lipid metabolism	Fatty acid elongation	8 %	Acot4 (1.82)	-	0.00627
				Elovl6 (1.32)	-	
00140	Metabolism/Lipid metabolism	Steroid hormone biosynthesis	4 %	Cyp2c38 (1.61)	Esrra, Esrrb	0.00636
				Cyp2c39 (1.29)	Esrra, Esrrb	
				Cyp7b1 (0.83)	-	
01040	Metabolism/ Lipid metabolism	Biosynthesis of unsaturated fatty acids	8 %	Acot4 (1.82)	-	0.00635
				Elovl6 (1.32)	-	
04270	Organismal Systems/Circulatory system	Vascular smooth muscle contraction	2 %	Avpr1a (0.77)	-	0.01549
				Cyp4a10 (1.35)	ERE, IR3	
				Cyp4a14 (1.32)	-	
02010	Environmental information processing/Membrane transport	ABC transporters	4 %	Abcd1 (1.22)	-	0.01649
				Abcd2 (1.52)	-	
00591	Metabolism/ Lipid metabolism	Linoleic acid metabolism	4 %	Cyp2c38 (1.61)	Esrra, Esrrb	0.01884
				Cyp2c39 (1.29)	Esrra, Esrrb	
04640	Organismal systems/Immune system	Hematopoietic cell lineage	2 %	Dntt (1.24)	-	0.04814
				Il1r1 (0.74)	-	

^1^P-value for differential gene expression between reciprocal F1 groups of males was *p* < 0.05, minimum fold-change difference >20 %, The innateDB tool was used for the KEGG pathway analysis. matBFMI – BFMI mother, patBFMI – BFMI father

^2^Steroid hormone transcription factor binding sites. Esrra/b – estrogen related receptor a/b, ER – estrogen receptor alpha, ERE – estrogen response element, IR3 - androgen inverted repeats of hexameric half-site separated by 3 bp of spacer

### Differential gene expression between F1 males of BFMI mothers and BFMI fathers

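Liver RNA from 10 mice was sequenced at an age of 10 weeks. Of the F1 males, 3 had a BFMI mother and a B6N father (matBFMI), and 3 had a B6N mother and a BFMI father (patBFMI). Each inbred parental strain, the obese BFMI line and the lean B6N strain, gave 1 male and 1 female. Reads assigned to genes numbered 51596405 to 56457087 per library in matBFMI (median 54581310) and 51080161 to 58955349 in patBFMI (median 52875138). At similar depth patBFMI 1 stood apart, with 32421 genes that had a count and 18062 with at least 10 counts, against 22095 to 26694 and 15905 to 17074 in the other 5 F1 libraries. The inbred libraries held 96023811 reads for the BFMI male, 50979788 for the BFMI female, 55008330 for the B6N male and 46988713 for the B6N female. The authors trimmed the reads, aligned them to GRCm38, removed duplicates and counted reads per Ensembl gene in union mode. They deposited these raw counts beside RPKM values computed after quantile normalization. For the library the paper and the protocol in the sample records both name removal of ribosomal RNA, while the molecule field of the records reads polyA RNA. For the alignment the paper names BWA, whereas the sample records name TopHat2 and Bowtie2. The paper puts the inbred animals on a high fat diet, whereas the sample records give a standard breeding diet for them. Here the raw counts were scaled by TMM, and matBFMI was tested against patBFMI with the quasi-likelihood test of edgeR. The test covered the 16797 genes with at least 10 counts in at least 3 of the 6 F1 libraries, with Benjamini-Hochberg adjustment and a threshold of adjusted p 0.05. Log2 fold changes are those of matBFMI over patBFMI, and expression is given as CPM, library-size scaled counts, after TMM scaling. The spread between animals gave a biological coefficient of variation of 15.9%. All matBFMI libraries were sequenced on lane 6 and all patBFMI libraries on lane 5, so that lane and direction of cross cannot be told apart. Every library of one F1 group lay above every library of the other for 15.8% of the genes tested, where chance gives 10%. An exact two-sided permutation test of 3 animals against 3 cannot go below p = 0.1. In counts simulated at this design, 13.4% of genes changed by a log2 fold change of 0.5 were called, 67.2% of those changed by 1 and 92.4% of those changed by 2. The simulation held 200 changed genes and gave 125 calls, 10 of them false. The real comparison gave 24 calls, so a smaller unadjusted p was needed to pass, and these shares can overstate recovery there. Gene lists were tested as sets with camera at a preset correlation of 0.01, adjusted over 33 lists. They were fixed before the data were examined, when the values of single genes in Table S1 to Table S4 of the paper had already been read.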

Since lipid accumulation of F1 males differed between the reciprocal crosses, we investigated the direction-of-cross effect on hepatic gene expression profiles in males. 

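The livers of matBFMI and patBFMI males differed in 24 of 16797 genes tested. At an adjusted p of 0.05 from edgeR, 16 genes were higher and 8 were lower in matBFMI (45 and 11 when libraries are scaled by their size only). The 3 with the smallest p, Gm11512, Gm4076 and Gm13340, are nuclear pseudogenes that best match mt-Co1 or mt-Nd5. Their counts may hold reads of mitochondrial transcripts, so they may be no difference in expression of these loci. Coq10b, which acts in coenzyme Q function in mitochondria, was at 30.55 ± 1.68 CPM (SD, n = 3) in matBFMI and at 15.48 ± 1.63 CPM (SD, n = 3) in patBFMI, a log2 fold change of 0.98 (standard error 0.0979, adjusted p = 0.00879), and its call ended without matBFMI 3 (adjusted p = 0.0518). Il1r1, the receptor of interleukin 1, fell by 0.89 on the log2 scale (standard error 0.116, adjusted p = 0.0409), from 38.7 ± 4.58 to 20.9 ± 2.24 CPM (SD, n = 3 each). The membrane proteins Slc45a3 and Adgrf1 (Gpr110 in Table 3) had log2 fold changes of -0.65 and -1.19 (adjusted p = 0.0452 for both). The call of Il1r1 ended without patBFMI 3 or any 1 matBFMI library (adjusted p up to 0.182), that of Slc45a3 without any 1 of the 6 libraries (0.0524 to 0.187) and that of Adgrf1 without any 1 library except matBFMI 3 (up to 0.128). Of the 37 genes of Table 2 and Table 3, 21 were higher and 16 were lower, and 10 of them passed the adjusted threshold. The study chose these genes on the same libraries, so their directions are not independent evidence. At an unadjusted p under 0.05 and a fold difference of at least 20%, 734 genes were higher and 651 were lower in matBFMI, and without patBFMI 2 the 2 groups together held 2291 genes. Of the 33 gene lists, 12 were higher and 5 were lower as sets by camera at an adjusted p of 0.05. The 12 include the Srebf1 targets, which the study chose on the same libraries. Splits of the 6 males that mix both crosses gave 7 to 15 lists by the same test. A small camera p at the preset correlation is thus weak evidence, taken alone, for an effect of the direction of cross. With an estimated correlation 0 lists passed and 5 had an unadjusted p under 0.05, and with fry 0 passed and 11 had one. Without patBFMI 1, 2 or 3 the number of genes called was 14, 66 or 11, and without matBFMI 1, 2 or 3 it was 15, 15 or 7; of the 24 genes, these included 11, 20, 8, 9, 12 and 7. Pathway sets of KEGG were not analysed here.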

Overrepresentation analyses of genes that were differentially expressed between the two groups of reciprocal F1 males at *p* < 0.05 and a fold-change difference of at least 20 % provided evidence for alterations of pathways for lipid metabolism, peroxisome, circadian rhythm, cellular transport processes and the endocrine system as a results of the direction of cross (Table 2, Table 3). 

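Genes that build fatty acids and genes that break them down in peroxisomes were both higher as sets in matBFMI males by camera (adjusted p = 1.57e-18 and 7.1e-20), which did not hold with an estimated correlation (adjusted p = 0.293 for both). Of 37 lipogenesis genes tested, 35 had a positive log2 fold change (median 0.54), and 17 were higher and 1 was lower when adjusted over the list alone. Over all genes 0 of them passed in edgeR, against 11 higher in DESeq2, and 21 were higher and 1 was lower at an unadjusted p under 0.05. Of 37 genes of peroxisomal and omega oxidation, 29 had a positive log2 fold change (median 0.32), and 18 were higher when adjusted over the list alone. Over all genes tested, 3 of them were higher in edgeR, against 14 in DESeq2. Acsl3, which joins long fatty acids to coenzyme A, was at 61.4 ± 6.99 CPM (SD, n = 3) in matBFMI and at 36.4 ± 6.06 CPM (SD, n = 3) in patBFMI, with an adjusted p of 0.114 from edgeR. In the same libraries all 15 markers of Kupffer cells and macrophages had a negative log2 fold change (median -0.28). Of these, 9 were lower when adjusted over the list alone, 10 had an unadjusted p under 0.05, and 0 passed over all genes in edgeR or DESeq2 (camera adjusted p = 2.34e-09; adjusted p = 0.234 with an estimated correlation).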

Most genes with higher expression in the obese F1 males control the cellular utilization of fatty acids for energy production or fat synthesis including the hydrolysis of triglycerides into free fatty acids and glycerol, the conversion of free fatty acids into fatty acyl-CoA esters, the biosynthesis of saturated fatty acids or the degradation and conversion into acetyl-CoA by β-oxidation [31] (Fig. 2). But also genes for the transport between peroxisome and mitochondria via carnitine [32, 33] and the electron carrier generation by the citrate cycle and the respiratory chain in mitochondria were differentially expressed.

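Genes of the citrate cycle had small positive differences in matBFMI, and those of the respiratory chain did not differ as a set. Of 27 citrate cycle genes tested, 24 had a positive log2 fold change, with a median of 0.08 (0.165 when libraries are scaled by their size only). In edgeR and in DESeq2, 0 of the 27 passed over all genes, and 2 had an unadjusted p under 0.05 in edgeR. As a set they were higher by camera (adjusted p = 0.0286; adjusted p = 0.661 with an estimated correlation). This call ended without patBFMI 1 (adjusted p = 0.0853), patBFMI 3 (0.138) or matBFMI 3 (0.13). Of 76 nuclear genes of the respiratory chain, 51 had a positive log2 fold change, with a median of 0.04 (0.122 when libraries are scaled by their size only; camera adjusted p = 0.226). Without patBFMI 2 alone this set passed (adjusted p = 0.00122).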

**Table 3:** Genes highly differentially expressed between the reciprocal F1 males (*p* < 0.05, fch > 20 %)

Gene Symbol^1^	Chr	Gene description	Mean RPKM^2^		Fch matBFMI/	t Test *P*-value	TFBS^3^
			patBFMI	matBFMI	patBFMI		
**Slc16a7**	10	solute carrier family 16 (monocarboxylic acid transp.), 7	1.91	2.30	1.20	0.0007	Esrrb
Nlrp12	7	NLR family, pyrin domain containing 12	2.66	2.19	0.82	0.0009	ERE
Il1r1	1	interleukin 1 receptor, type I	2.16	1.60	0.74	0.0019	-
St5	7	suppression of tumorigenicity 5	1.97	1.61	0.82	0.0029	-
**Hmgcr**	13	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	3.01	3.98	1.32	0.0034	-
Scara5	14	scavenger receptor class A, member 5 (putative)	1.23	0.55	0.44	0.0050	-
Gpr110	17	G protein-coupled receptor 110	1.48	0.85	0.57	0.0092	-
Grem2	1	gremlin 2 homolog, cysteine knot superfamily	1.50	1.11	0.74	0.0102	-
**Fasn**	11	fatty acid synthase	4.47	5.41	1.21	0.0110	ERE
Selenbp2	3	selenium binding protein 2	5.72	4.76	0.83	0.0113	-
**Cyp4a14**	4	cytochrome P450, family 4, subfam. a, polypept. 14	3.58	4.74	1.32	0.0119	-
**Cyp2c38**	19	cytochrome P450, family 2, subfamily c, polypet. 38	1.46	2.33	1.60	0.0122	Esrra, Esrrb
**Crat**	2	carnitine acetyltransferase	1.79	2.27	1.26	0.0128	-
**Coq10b**	1	coenzyme Q10 homolog B (S. cerevisiae)	1.42	1.98	1.39	0.0138	-
Rai14	15	retinoic acid induced 14	1.98	1.64	0.83	0.0144	-
Mup-ps20	4	major urinary protein, pseudogene 20	1.46	0.51	0.35	0.0145	-
Arntl	7	aryl hydrocarbon receptor nuclear translocator-like	1.90	1.05	0.55	0.0151	-
**Acnat2**	4	acyl-coenzyme A amino acid N-acyltransferase 2	2.37	3.22	1.36	0.0155	Esrrb, IR3
**Abcd2**	15	ATP-binding cassette, sub-family D (ALD), 2	1.14	1.72	1.51	0.0157	-
**Cyp2c39**	19	cytochrome P450, family 2, subfamily c, polypept.39	2.77	3.57	1.29	0.0157	Esrra, Esrrb
Slc45a3	1	solute carrier family 45, member 3	2.15	1.72	0.80	0.0166	-
Sntg2	12	syntrophin, gamma 2	1.75	1.45	0.83	0.0187	-
**Per2**	1	period circadian clock 2	1.26	1.67	1.32	0.0208	-
**Hcn3**	3	hyperpolarization-activated, cyclic nucleotide-gated	0.95	1.51	1.60	0.0208	-
**Gas6**	8	growth arrest specific 6	2.26	2.73	1.21	0.0209	-
Serpina12	12	ser/cys peptidase inhibitor, member 12	2.40	1.94	0.81	0.0211	-
**Elovl6**	3	ELOVL family member 6, elongation of LCFA	3.20	4.17	1.30	0.0214	-
**Acsl3**	1	acyl-CoA synthetase long-chain family member 3	2.24	2.71	1.21	0.0215	-
**Acot4**	12	acyl-CoA thioesterase 4	0.93	1.66	1.79	0.0219	-
**Slc20a1**	2	solute carrier family 20, member 1	1.54	1.87	1.21	0.0219	-
B3galt1	2	UDP beta 1,3-galactosyltransferase, polypept.1	1.52	1.07	0.70	0.0230	-
Cyp7b1	3	cytochrome P450, family 7, subfamily b, polypept. 1	5.11	4.23	0.83	0.0257	-
**Cyp4a10**	4	cytochrome P450, family 4, subfamily a, polypept.10	3.78	5.02	1.33	0.0260	ERE, IR3

^1^Bold gene symbols indicate up regulation in F1 males of a BFMI mother. A list of all differentially expressed genes (*p* < 0.1) is given in Additional file 1: Table S1. Chr – chromosome, matBFMI – BFMI mother, patBFMI – BFMI father, Fch – fold-changes

^2^All values were log-transformed (ln)

^3^TFBS - Transcription factor binding sites for steroid hormones. Esrrb – estrogen related receptor b, ERE – estrogen response element, IR3 – androgen inverted repeats of hexameric half-site separated by 3 bp of spacer

**Fig. 2:**
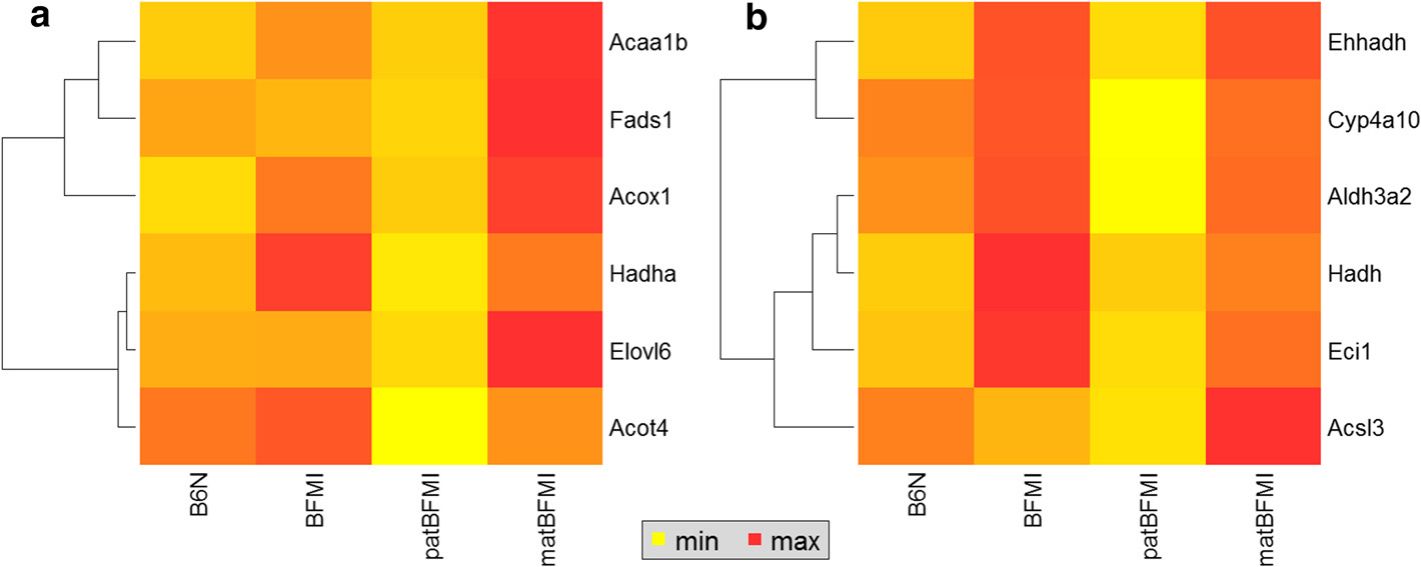
Differential gene expression comparing F1 males from reciprocal crosses and parental strains. Heatmap of genes that were differentially expressed between the reciprocal crosses (p < 0.05) and parental strain gene expression for KEGG pathways of **a**) biosynthesis of unsaturated fatty acids and **b**) fatty acid degradation

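The 12 genes of Fig. 2 all had a positive log2 fold change in matBFMI against patBFMI, and 1 of them, Acot4, passed an adjusted p of 0.05 from edgeR. Between BFMI and B6N, 2 of the 12 passed. Ehhadh, the bifunctional enzyme of peroxisomal β-oxidation, was at 561 ± 27.1 CPM (SD, n = 3) in matBFMI and at 350.2 ± 39.3 CPM (SD, n = 3) in patBFMI, a log2 fold change of 0.68 (standard error 0.109, adjusted p = 0.0668). BFMI against B6N gave Ehhadh a log2 fold change of 0.65 (standard error 0.158, adjusted p = 0.0358). Acaa1b, a peroxisomal thiolase, was at 980.2 ± 153 CPM in matBFMI and at 524 ± 122 CPM in patBFMI (SD, n = 3 each; adjusted p = 0.135). For Hadh, a mitochondrial enzyme of β-oxidation, the F1 log2 fold change was 0.31 (adjusted p = 0.394) and that between the strains was 0.57 (adjusted p = 0.0405). Hadha and Eci1 had F1 log2 fold changes of 0.24 and 0.32 (adjusted p = 0.45 and 0.411). The study selected these genes on the same libraries, which does not make them independent evidence. The strain difference was fitted with a term for sex over 19974 genes in all 10 libraries, and it rests on 1 male and 1 female per strain. Across the 16797 genes of both comparisons, which are not independent replicates, the F1 and strain log2 fold changes had a Pearson correlation of 0.183 and a Spearman correlation of 0.224 (Pearson 0.11 without patBFMI 1).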

The metabolic changes in obese males were associated with a shift of the circadian rhythm, in which the gene Arntl (0.54 fold, *p* = 0.01), was down- and Per2 (1.32 fold, *p* =0.02) and Per3 (1.71 fold, *p* = 0.03) were up-regulated (Table 2). 

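Clock genes moved in both directions in matBFMI. Arntl and Npas2, which drive the activating arm of the clock, had log2 fold changes of -1.46 and -1.54, and Per2, Per3 and Dbp, which they activate, had log2 fold changes of 0.79, 1.25 and 1.14. Other genes that they activate, Per1, Cry1, Nr1d1 and Nr1d2, had log2 fold changes between -0.20 and 0.10 (adjusted p of 0.766 or more). Arntl was at 6.09 ± 2.02 CPM in matBFMI and at 16.8 ± 4.40 CPM in patBFMI (SD, n = 3 each; standard error 0.25, adjusted p = 0.0848 from edgeR). Per2 was at 25.9 ± 3.48 CPM in matBFMI and at 15.0 ± 1.44 CPM in patBFMI (SD, n = 3 each; standard error 0.116, adjusted p = 0.0544). For Per3 the values were 30.8 ± 7.13 and 12.9 ± 3.47 CPM (SD, n = 3 each; standard error 0.222, adjusted p = 0.0953). Of 23 clock genes tested, 0 passed over all genes in edgeR, against 5 higher and 3 lower in DESeq2. Adjusted over the list alone, 7 were higher (Per2, Per3, Dbp, Bhlhe41, Tef, Usp2 and Ciart) and 3 were lower (Arntl, Npas2 and Clock), the same numbers as at an unadjusted p under 0.05. As a set the genes were higher by camera (adjusted p = 0.0111; adjusted p = 0.293 with an estimated correlation), with a median log2 fold change of 0.12. Without patBFMI 2 this call ended (adjusted p = 0.0542). The paper gives no hour of dissection for the F1 groups, and an effect of sampling time on these genes was not tested.

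**Figure D1:**
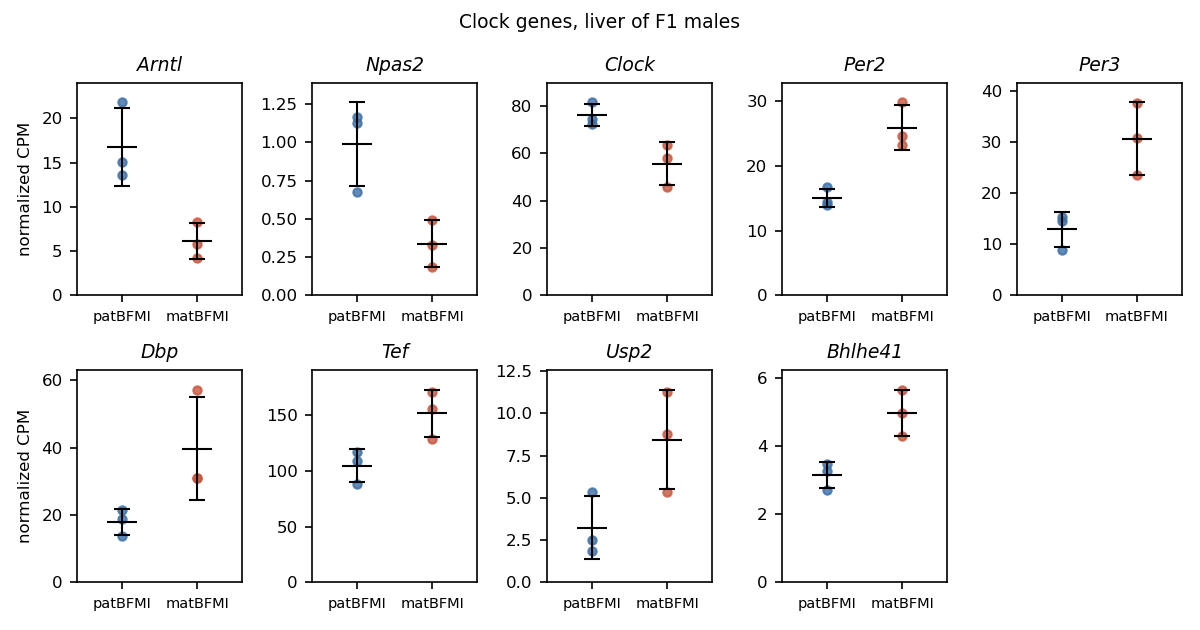
Expression of clock genes in the liver of F1 males, in CPM after TMM scaling, for patBFMI and matBFMI. Points are libraries, and lines are the mean and SD of 3. The 3 matBFMI libraries lie below all patBFMI libraries for Arntl and above them for Per2 and Per3.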

Disruptions of the normal circadian rhythm have been linked to obesity in Clock [34] and Arntl (alias Bmal1) knock-out mice and feeding experiments [35]. A shift of the circadian rhythm in offspring as a result of *in utero* exposure to maternal obesity has been shown in rats [36].

Indications for impaired β-oxidation in the obese males were found from up-regulated expression of cytoplasmic acetyl-CoA carboxylase (Acaca, 1.20 fold, *p* < 0.06) and citrate lyase (Acly, fold 1.11, *p* < 0.08), which usually inhibits the cytosol-mitochondria transport of the fatty acid derived substrates via allosteric inhibition of Crat (1.27 fold, *p* = 0.01) by malonyl-CoA [37–39]. Furthermore, acyl-CoA thioesterases (Acot) are transporters that regulate the amounts of intermediates from fatty acid oxidation inside mitochondria. 

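Acaca, Acly and Crat, for malonyl-CoA synthesis, cytosolic acetyl-CoA supply and transfer of acyl groups to carnitine, each had higher counts in every matBFMI library than in any patBFMI library. None of these 3 passed an adjusted p of 0.05 from edgeR. Acaca was at 165 ± 35.0 CPM in matBFMI and at 102 ± 22.4 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.195, adjusted p = 0.269). Acly had a log2 fold change of 0.75 (standard error 0.244, adjusted p = 0.356). Crat was at 46.9 ± 6.27 CPM in matBFMI and at 27.1 ± 3.99 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.79 (standard error 0.137, adjusted p = 0.0871). Of 28 genes of mitochondrial β-oxidation, 26 had a positive log2 fold change (median 0.18), 9 were higher at an unadjusted p under 0.05, and 1, Acot2, was higher when adjusted over the list alone. Over all genes 0 of the 28 passed in edgeR and 1 in DESeq2. The set was higher by camera (adjusted p = 1.28e-05; adjusted p = 0.421 with an estimated correlation).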

The mitochondrial matrix bound Acot2 (1.62 fold, *p* = 0.05), for example, enhances hepatic fatty acid oxidation by its transporter activity to prevent substrate overload [40], which otherwise could impair β-oxidation [41]. 

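Acot2 lies on chromosome 12 of GRCm38 from 83987861 to 83993873. It was at 11.2 ± 2.41 CPM (SD, n = 3) in matBFMI and at 4.30 ± 1.10 CPM (SD, n = 3) in patBFMI. Its log2 fold change was 1.38 (standard error 0.21) and did not pass over all genes (adjusted p = 0.0622 from edgeR). Each matBFMI library held a higher value than each patBFMI library.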

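The acyl-CoA thioesterases Acot3 and Acot4, which release free fatty acids and dicarboxylic acids from coenzyme A in peroxisomes, were both higher in matBFMI. Acot4 (chromosome 12, 84038379 to 84048601) was at 11.6 ± 2.16 CPM in matBFMI and at 3.71 ± 1.22 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.65 (standard error 0.228, adjusted p = 0.0452 from edgeR). Acot3 (chromosome 12, 84052144 to 84060402) was at 11.4 ± 6.87 CPM in matBFMI and at 0.498 ± 0.237 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 4.53 (standard error 0.608, adjusted p = 0.0414). The matBFMI libraries gave Acot3 14.2, 3.53 and 16.4 CPM. The call of Acot4 ended without any 1 library except patBFMI 2, at adjusted p up to 0.188, and that of Acot3 without any 1 library except matBFMI 2, at adjusted p up to 0.182. In sequence the Acot3 transcript matches that of Acot5 at 85.6% identity, and that of Acot4 matches 4732463B04Rik at 100% over 617 bases and Acot6 at 79.1%.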

In obese F1 males also Acot4 (1.82 fold, *p* < 0.02) and Acot3 (6.49 fold, *p* < 0.08) were up-regulated, which could indicate high amounts of such intermediates inside the mitochondrial matrix, leading to impaired fatty acid oxidation and increased levels of free fatty acids.

Genes encoding peroxisome proliferator-activated receptors (Ppara, Pparg, Ppargc1a, Ppargc1b) that promote β-oxidation and inhibit triglyceride synthesis were not differentially expressed between F1 males of reciprocal crosses. In contrast, the opponent sterol regulatory element–binding factor 1 (Srebf1) which increases fatty acid and triglyceride synthesis [42] was 1.17 fold higher expressed (*p* = 0.03) in the obese F1 males. 

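The receptor and coactivator genes Ppara, Pparg, Ppargc1a and Ppargc1b did not pass the test between the F1 groups, while known targets of PPAR alpha were higher as a set in matBFMI by camera (adjusted p = 2.61e-26; adjusted p = 0.234 with an estimated correlation). Ppara was at 227 ± 24.5 CPM in matBFMI and at 196.0 ± 32.5 CPM in patBFMI (SD, n = 3 each; log2 fold change 0.21, standard error 0.142, adjusted p = 0.662 from edgeR). Ppargc1a had a log2 fold change of 0.30 (adjusted p = 0.61) and Ppargc1b of 0.02 (adjusted p = 0.992). Pparg was at 3.39 ± 1.21 CPM in matBFMI and at 2.03 ± 0.243 CPM in patBFMI (SD, n = 3 each; log2 fold change 0.74, standard error 0.257, adjusted p = 0.392). Of 40 PPAR alpha targets tested, 36 had a positive log2 fold change (median 0.40). Acot3 and Acot4 passed over all genes in edgeR, against 14 targets higher in DESeq2, and 22 were higher when adjusted over the list alone. The list shares 11 genes with that of peroxisomal and omega oxidation.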

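Srebf1 lies on chromosome 11 of GRCm38 from 60199089 to 60222581. It was at 221 ± 51.2 CPM (SD, n = 3) in matBFMI and at 118 ± 8.32 CPM (SD, n = 3) in patBFMI, and every matBFMI library lay above every patBFMI library. The log2 fold change was 0.90 (standard error 0.16) and did not pass over all genes (adjusted p = 0.0964 from edgeR).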

Many Srebf1 target genes were increased as well (Ar: 2.38 fold, *p* = 0.07; Elovl6: 1.32 fold, *p* = 0.02; Fads1: 1.07 fold, *p* = 0.02; Fasn: 1.21 fold, *p* = 0.01; Gpam: 1.13 fold, *p* = 0.02; Hmgcr: 1.32 fold, *p* = 0.003; Hsd17b7: 1.14 fold, *p* = 0.05; Ldlr: 1.10 fold, *p* = 0.005; Me1: 1.16 fold, *p* = 0.01; Pgd: 1.15 fold, *p* = 0.04). 

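The 10 Srebf1 target genes named here all had a positive log2 fold change, with a median of 0.90. When adjusted over the list alone, all 10 were higher in matBFMI. The study chose this list on the same libraries, so this count is not independent evidence. Fasn, the fatty acid synthase, was at 2200.0 ± 361 CPM in matBFMI and at 878 ± 236 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.33 (standard error 0.203, adjusted p = 0.0622 from edgeR). Elovl6, which elongates fatty acids, was at 390.4 ± 81.8 CPM in matBFMI and at 142 ± 61.1 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.46 (standard error 0.284, adjusted p = 0.127). Gpam, which starts glycerolipid synthesis, had a log2 fold change of 0.94 and Me1, which supplies NADPH, of 0.85 (adjusted p = 0.119 for both). For Fads1, Hsd17b7 and Pgd the log2 fold changes were 0.60, 0.67 and 0.44 (adjusted p = 0.127, 0.227 and 0.37). Of 26 cholesterol synthesis genes tested, 3 of which are among these targets, 25 had a positive log2 fold change (median 0.36). Of these 26 genes, 9 were higher when adjusted over the list alone (camera adjusted p = 1.61e-13; adjusted p = 0.331 with an estimated correlation).

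**Figure D2:**
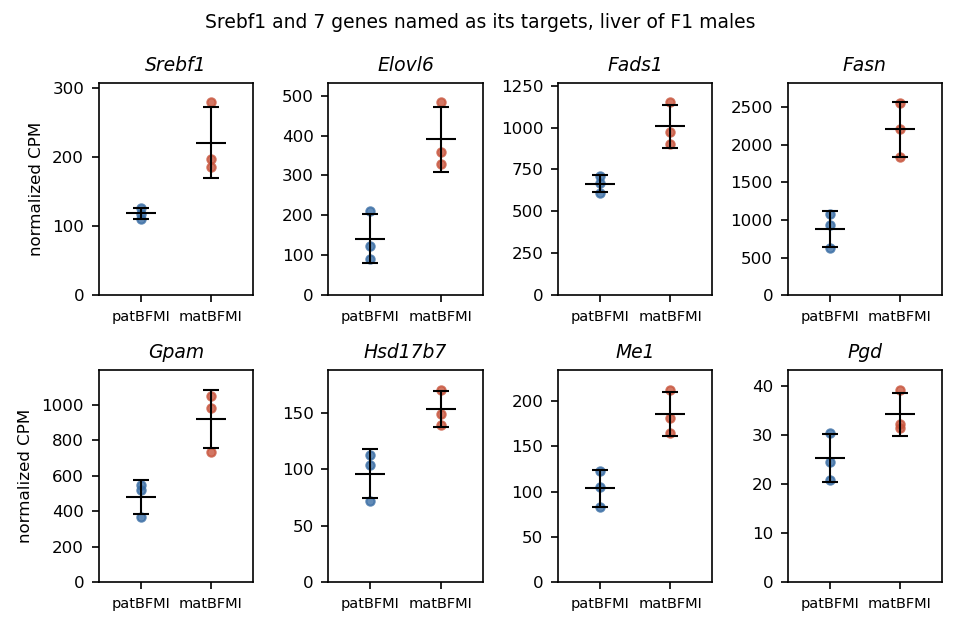
Expression of Srebf1 and of 7 genes named as its targets in the liver of F1 males, in CPM after TMM scaling, for patBFMI and matBFMI. Points are libraries, and lines are the mean and SD of 3. The 3 matBFMI libraries lie above the 3 patBFMI libraries for each gene drawn.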

Certain alleles of Srebf1 were found in humans to promote hepatic fibrogenesis [43], which can develop from nonalcoholic fatty liver disease. Consistently with these differences in expression, the hepatic lipase (Lipc) that degrades triglycerides was by trend down-regulated in obese F1 males (0.96 fold, *p* = 0.01).

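Lipc was at 130.4 ± 7.04 CPM (SD, n = 3) in matBFMI and at 149 ± 4.70 CPM (SD, n = 3) in patBFMI. The 3 matBFMI libraries lay between 124 and 138 CPM and the 3 patBFMI libraries between 146 and 155 CPM. Its log2 fold change was -0.20 (standard error 0.0926) and did not pass over all genes (adjusted p = 0.539 from edgeR).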

In a situation, in which fatty acids are preferentially synthesized and accumulated, while their β-oxidation is impaired, the cell has to increase energy generation from alternative fuels. Previous measurements of the respiratory quotient of the BFMI inbred mice provided evidence for a higher use of carbohydrates as the main energy fuel [44]. Succinyl-CoA, for example, is a citrate cycle intermediate that can be produced from degradation of certain amino acids but also from the propanoate pathway. The moderate up-regulation of Mgll (1.17 fold, *p* = 0.01), Aldh3a2 (1.11 fold, *p* = 0.01) and Dak (1.09 fold, *p* = 0.02) from the glycerolipid pathway aims at the conversion of triglycerides to precursor substrates for subsequent glycolysis. 

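Genes that release glycerol and fatty acids from glycerolipids were higher as a set in matBFMI, together with carriers of monocarboxylates (camera adjusted p = 2.46e-05; adjusted p = 0.293 with an estimated correlation). Mgll, the monoglyceride lipase, was at 173.5 ± 11.5 CPM in matBFMI and at 97.7 ± 18.3 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.83 (standard error 0.141, adjusted p = 0.0848 from edgeR). Aldh3a2, a fatty aldehyde dehydrogenase, had a log2 fold change of 0.62 (standard error 0.131, adjusted p = 0.142). Tkfc (Dak in the paper), which phosphorylates glyceraldehyde and dihydroxyacetone, was at 213 ± 24.6 CPM in matBFMI and at 139 ± 20.8 CPM in patBFMI (SD, n = 3 each; log2 fold change 0.62, standard error 0.139, adjusted p = 0.174). Of 20 genes of glycerolipid breakdown and monocarboxylate transport, 15 had a positive log2 fold change (median 0.24). Of them, 1 passed over all genes, Slc16a7, and 6 were higher when adjusted over the list alone. Of 27 genes of glycolysis and gluconeogenesis, 21 had a positive log2 fold change (median 0.14), and 3 were higher when adjusted over the list alone. Over all genes 0 of the 27 passed in edgeR and 2 in DESeq2, and 9 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.00416; adjusted p = 0.485 with an estimated correlation). From higher genes of fatty acid synthesis and an impaired β-oxidation, the paper reasons that the cell has to draw more energy from alternative fuels.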

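Slc16a7 and Slc16a12 encode monocarboxylate transporters. Slc16a7 (chromosome 10, 125219270 to 125389465) was at 35.0 ± 1.52 CPM in matBFMI and at 22.3 ± 1.39 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.65 (standard error 0.0822, adjusted p = 0.0401 from edgeR). This call ended without any 1 library except patBFMI 2, at adjusted p up to 0.158. Slc16a12 was at 70.0 ± 8.11 CPM in matBFMI and at 48.4 ± 4.02 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.112) that did not pass (adjusted p = 0.141).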

Increased carbohydrate metabolism is further supported by up-regulation of the carbohydrate transporters Slc16a7 (1.20 fold, *p* = 0.0007) and Slc16a12 (1.13 fold, *p* = 0.02) in matBFMI (Table 3, Additional file 3: Table S1).

In humans, Slc16a7 catalyzes the rapid transport of lactate, pyruvate, branched-chain oxo acids and other substrates across the plasma membrane of mitochondria and is regulated by estradiol [45, 46]. This regulation could contribute to the fact that female F1 offspring of the BFMI mother are protected against elevated hepatic triglyceride storage.

Among the highest up-regulated genes in matBFMI were the cytochrome P450, family 4, subfamily A members Cyp4a10 (1.35 fold, *p* = 0.03) and Cyp4a14 (1.32 fold, *p* = 0.01), which together with an increase of their rate limiting regulator Por (1.16 fold, *p* = 0.06) is an indicator for increased ω-oxidation [47], a prerequisite for subsequent peroxisomal β-oxidation. These genes were found to play a part in the development of liver steatosis [48, 49]. 

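The fatty acid hydroxylases Cyp4a10 and Cyp4a14 had some of the larger log2 fold changes among the genes of omega oxidation, and Por, which passes electrons to cytochrome P450 enzymes, a smaller one. Cyp4a10 was at 334 ± 117 CPM in matBFMI and at 90.9 ± 51.5 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.88 (standard error 0.39, adjusted p = 0.137 from edgeR). Cyp4a14 was at 311 ± 117 CPM in matBFMI and at 91.0 ± 30.5 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.77 (standard error 0.301, adjusted p = 0.0848). Por had a log2 fold change of 0.82 (standard error 0.223, adjusted p = 0.259). All 3 genes separated the F1 groups library by library, and none of these 3 passed over all genes.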

The cytochrome P450 proteins are involved in the synthesis of cholesterol, steroids, and other lipids. The proteins encoded by Cyp4a10 and Cyp4a14 hydroxylize fatty acids [50, 51]. Recently, fatty acid-hydroxy fatty acids (FAHFAs) have been discovered as a class of lipids with anti-diabetic and anti-inflammatory effects [52]. Higher concentrations of FAHFAs in the obese F1 males due to increased expression of the two Cyp4A genes would be consistent with similar blood glucose levels in male F1 offspring of both cross directions (Table 1).

The hepatic expression of the androgen receptor (Ar) gene was higher in the obese matBFMI F1 males compared to the lean counterparts (2.38 fold, *p* = 0.07). The androgen receptor functions as a steroid-hormone activated transcription factor [53]. Therefore, Ar could contribute to the sex specific obesity effect. The androgen receptor affects the liver metabolism differently in males and females [54]. Besides the liver effects, the androgen receptor protects females against high fat diet-induced obesity and dyslipidemia [55]. Additional studies showed that mice lacking the androgen receptor develop hepatic steatosis and insulin resistance in males but not females under high fat diet [56].

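Acnat2, Cyp2c38, Cyp2c39 and Nlrp12 were measured in the same libraries. Cyp2c38, a cytochrome P450 enzyme, was at 27.3 ± 6.35 CPM in matBFMI and at 9.69 ± 1.51 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.49 (standard error 0.179, adjusted p = 0.0292 from edgeR). Its call ended without patBFMI 1, patBFMI 3, matBFMI 1 or matBFMI 3, at adjusted p up to 0.0931, and its transcript matches that of Cyp2c39 at 93.6% identity. Cyp2c39 had a log2 fold change of 1.21 (standard error 0.202, adjusted p = 0.08), and Acnat2, which acts on bile acids and fatty acids, of 1.29 (standard error 0.204, adjusted p = 0.0668). Nlrp12, a regulator of inflammation, fell by 0.74 on the log2 scale (standard error 0.102, adjusted p = 0.0452), from 57.6 ± 5.15 to 34.5 ± 2.60 CPM (SD, n = 3 each). The call of Nlrp12 ended without any 1 library except patBFMI 2, at adjusted p up to 0.182. Of 13 Cyp2c genes tested, Cyp2c38 was higher over all genes and 3 were higher when adjusted over the list alone. By camera the set was higher (adjusted p = 0.0337; adjusted p = 0.58 with an estimated correlation), with a mean log2 fold change of 0.18, although its median was 0.01 (0.092 when libraries are scaled by their size only) and 6 of the 13 genes were negative. This set no longer passed without patBFMI 2 (adjusted p = 0.0584), patBFMI 3 (0.674) or matBFMI 1 (0.251). Binding sites were not analysed here.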

Among the genes that were highly differentially expressed between the two groups of F1 males (*p* < 0.05, fold-change difference min. 20 %, Table 3), six and two genes contain binding sites for estrogen (Acnat2, Cyp2c38, Cyp2c39, Cyp4a10, Fasn, Nlrp12) and androgen (Acnat2, Cyp4a10), respectively. 

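At an unadjusted p under 0.05 from edgeR, 864 genes were higher and 790 were lower in matBFMI, of 16797 genes tested. Without patBFMI 2 these numbers were 1425 and 1285, and when libraries are scaled by their size only they were 1657 and 374, so that the balance of directions depends on the scaling. Among the genes of Table S1 with a p under 0.05 in the paper, 408 were tested here, and 294 of them had an unadjusted p under 0.05 from edgeR and 16 an adjusted p under 0.05. Response elements were not analysed here.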

Considering all differentially expressed genes under *p* < 0.05 estrogen (ER), androgen (AR) or glucocorticoid response (GR) elements occur in 220 up- (55 ER, 14 AR, 3 GR) and 189 down-regulated (30 ER, 11 AR, 6 GR) genes in the obese versus lean F1 males (Additional file 3: Table S1).

We compared the occurrence of these transcription factor binding sites in genes being differentially expressed (*p* < 0.05, >20 % fold-change difference) between the obese and the non-obese F1 males with randomly selected genes. We found that binding motifs for estrogen seemed to be under-represented in down-regulated genes (*p* = 0.074). However, when relaxing our restraints and define our down-regulated genes as *p* < 0.05 and do not filter for only the highest fold-changes (> 20 %), this under-representation of estrogen binding sites becomes highly significant (*p* = 0.004) while androgen binding sites tended to be over-represented in up-regulated genes (*p* = 0.056). Therefore, modifications of these genes as a result of epigenetic reprogramming during genetic imprinting or during pregnancy could modify their expression in response to sex-hormone production beginning at puberty.

### Gene expression of hemizygous genetic elements

Differential gene expression on the X and Y chromosome and mitochondria was examined in particular because these homozygous genomic units can be polymorphic between the reciprocal crosses. Among them are the androgen receptor (Ar: 2.38 fold, *p* = 0.07), zinc finger protein X-linked (Zfx: 0.84 fold, p = 0.09) and polyglutamine binding protein 1 (Pqbp1: 1.07 fold, *p* < 0.1), which act as transcription factors. 

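On the X chromosome, 4 of 651 genes tested differed between matBFMI and patBFMI at an adjusted p of 0.05 from edgeR, against 20 of 15979 autosomal genes. The 20 include the pseudogenes Gm11512, Gm4076 and Gm13340, whose counts may hold reads of mitochondrial transcripts. Among the X-linked genes, Armcx4 and Gspt2 were higher in matBFMI, and Cldn34c1, with 0 counts in matBFMI, was at least 20.3-fold lower there. Armcx4 kept its call when any 1 library was left out, whereas that of Gspt2 ended without patBFMI 3 or any 1 matBFMI library and that of Cldn34c1 without any 1 library except patBFMI 2 (adjusted p up to 0.158 for both). The floor for this bound is 3 counts over the group. Zfx, a transcription factor, was at 19.8 ± 3.27 CPM in matBFMI and at 25.9 ± 0.459 CPM in patBFMI (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.118, adjusted p = 0.308). Pqbp1, which acts in transcription and splicing, had a log2 fold change of 0.30 (standard error 0.0992, adjusted p = 0.374). Of the 30 X-linked genes of Table 4, 13 were higher and the others were lower in matBFMI, and 19 had an unadjusted p under 0.05. The study chose these genes on the same libraries. Over the 21 X-linked genes that differed between BFMI and B6N, the F1 log2 fold change had a slope of 0.74 on the strain log2 fold change, against 0.06 over 1267 autosomal genes. Of 10000 random sets of 21 autosomal genes none reached that slope (permutation p = 0.0001, the smallest they can give). The slope takes the fitted value of Cldn34c1, which is no bound. Without Cldn34c1, left out after its values were seen, the slope was 0.31 over 20 genes (permutation p = 0.017).

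**Figure D3:**
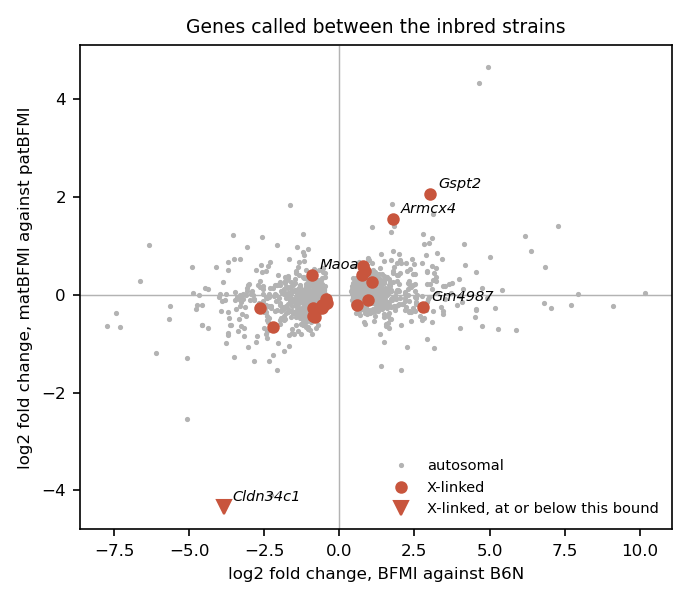
F1 log2 fold change (matBFMI over patBFMI) against strain log2 fold change (BFMI over B6N) for X-linked genes past an adjusted p of 0.05 between the strains. Each point is a gene, and the triangle is Cldn34c1 at its bound of -4.34.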

Differentially expressed X chromosomal genes that are involved in the lipid metabolism are ATP-binding cassette, sub-family D (ALD), member 1 (Abcd1: 1.22 fold, *p* = 0.04), HAUS augmin-like complex, subunit 7 (Haus7: 1.21 fold, *p* = 0.05), NAD(P) dependent steroid dehydrogenase-like (Nsdhl: 1.10 fold, *p* = 0.03), monocarboxylic acid transporter (Slc16a2) and glycerol kinase (Gyk) (Table 4, Additional file 3: Table S1). 

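Haus7, Nsdhl and Gk (Gyk in the paper) did not pass an adjusted p of 0.05 from edgeR. Nsdhl, an enzyme of cholesterol synthesis, was at 89.3 ± 11.9 CPM in matBFMI and at 63.5 ± 5.73 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.21). Haus7, a subunit of the augmin complex, was at 12.9 ± 2.33 CPM in matBFMI and at 7.96 ± 0.886 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.143, adjusted p = 0.135). For Gk, the glycerol kinase, the log2 fold change was 0.15 (adjusted p = 0.622). Between BFMI and B6N, Nsdhl was higher in BFMI, with a log2 fold change of 0.86 (adjusted p = 0.00671).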

Zfx is well studies in cancer as a proliferation factor; it is also involved in animal size and fertility and lower gene expression was found to inhibit cell growth [57, 58]. Dysfunctional Pqbp1 was associated to lipid metabolism in *C. elegans*. Repression of this gene led to reduction of lipid content in mammalian primary white adipocytes and also triglyceride synthesis from fatty acids was impaired [59]. Since no differences in expression were found for genes on the Y-chromosome, we provide further evidence that the Y chromosome can most likely ruled out as cause for differences in obesity of males. 

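Ddx3y, Eif2s3y, Kdm5d and Uty were the 4 listed Y-linked genes with enough counts to test, and 0 of them passed in edgeR or DESeq2 or had an unadjusted p under 0.05 in edgeR. Uty had the largest difference, a log2 fold change of -0.18 (adjusted p = 0.565), and the others lay between -0.07 and -0.02. As a set they did not differ from other genes (camera adjusted p = 0.383). Their median log2 fold change was -0.06, and it turns to 0.02 when libraries are scaled by their size only.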

In the class of mitochondrial genes we found mitochondrial NADH dehydrogenase 1 (mt-Nd1) expressed at a lower level (0.95 fold, *p* = 0.02) in obese matBFMI F1 males (Table 4).

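The gene mt-Nd1, which encodes a subunit of complex I, was at 612 ± 58.5 CPM (SD, n = 3) in matBFMI and at 876 ± 51.7 CPM (SD, n = 3) in patBFMI. Its log2 fold change was -0.52 (standard error 0.105) and did not pass over all genes (adjusted p = 0.135 from edgeR). Of 15 genes of the mitochondrial genome, 5 had a positive log2 fold change, mt-Nd1 and mt-Co1 had an unadjusted p under 0.05, and 1, mt-Nd1, was lower when adjusted over the list alone. Over all genes 0 of the 15 passed in edgeR and 1 was lower in DESeq2. As a set they did not pass (camera adjusted p = 0.248), except without matBFMI 1 (adjusted p = 0.00671). Nuclear pseudogenes that match mt-Co1 and mt-Nd5 had higher counts in matBFMI, with up to 97.6% identity to mt-Co1. Reads of mt-Co1 counted at its copy Gm13340 could account for part of the lower mt-Co1 counts, which was not tested.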

**Table 4:** Differentially expressed genes between patBFMI and matBFMI on X chromosome and mitochondria

Gene Symbol^1^	Chr	Gene Description (mgi)	Mean RPKM^2^		Fch matBFMI/ patBFMI	tTest F1	TFBS^3^
			patBFMI	matBFMI			
Trmt2b	X	TRM2 tRNA methyltransferase 2B	2.07	1.83	0.88	0.0008	-
Ssr4	X	signal sequence receptor, delta	3.01	2.84	0.94	0.0013	-
Rps4x	X	ribosomal protein S4, X-linked	4.3	4.17	0.97	0.0026	-
Prdx4	X	peroxiredoxin 4	3.63	3.49	0.96	0.0086	-
Shroom2	X	shroom family member 2	1.66	1.46	0.88	0.0163	-
Rps24-ps3	X	ribosomal protein S24, pseudogene 3	5.17	5.04	0.97	0.0212	-
**Gm5763**	X	predicted pseudogene 5763	0.85	1.52	1.79	0.0255	-
**Nsdhl**	X	NAD(P) dependent steroid dehydrogenase-like	3.15	3.47	1.10	0.0331	-
**Abcd1**	X	ATP-binding cassette, sub-family D (ALD), 1	1.37	1.67	1.22	0.0439	-
Mospd2	X	motile sperm domain containing 2	1.92	1.88	0.98	0.0456	-
**Haus7**	X	HAUS augmin-like complex, subunit 7	1.85	2.23	1.21	0.0486	Esrrb
**Cd99l2**	X	CD99 antigen-like 2	1.77	1.87	1.06	0.0489	Esrra,Esrrb
**Serpina7**	X	serine (or cysteine) peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 7	2.01	2.52	1.25	0.0508	ERE
Pls3	X	plastin 3 (T-isoform)	2.84	2.74	0.96	0.0557	-
Tsc22d3	X	TSC22 domain family, member 3	3.59	3.20	0.89	0.0667	ADR3
Slc16a2	X	solute carrier family 16 (monocarboxylic acid transporters), member 2	2.77	2.62	0.95	0.0668	-
**Ar**	X	androgen receptor	0.26	0.62	2.38	0.0678	-
**Hsd17b10**	X	hydroxysteroid (17-beta) dehydrogenase 10	4.21	4.43	1.05	0.0688	-
Tmsb4x	X	thymosin, beta 4, X chromosome	3.8	3.63	0.96	0.0703	IR3
**Gyk**	X	glycerol kinase	2.9	2.97	1.02	0.0790	Esrra,Esrra, ERE
**Gm14760**	X	predicted gene 14760	3.02	3.18	1.05	0.0803	Esrra,Esrrb
**Wdr13**	X	WD repeat domain 13	1.62	1.7	1.05	0.0831	Esrra, ERE
Gm14373	X	predicted gene 14373	2.49	2.41	0.97	0.0858	-
**Cldn2**	X	claudin 2	3.22	3.45	1.07	0.0870	-
Rlim	X	ring finger protein, LIM domain interacting	2.2	2.12	0.96	0.0910	-
Zfx	X	zinc finger protein X-linked	1.47	1.23	0.84	0.0915	-
**Pqbp1**	X	polyglutamine binding protein 1	2.53	2.70	1.07	0.0971	-
Lamp2	X	lysosomal-associated membrane protein 2	4.14	4.01	0.97	0.0974	Esrra,Esrrb
F8	X	coagulation factor VIII	1.99	1.83	0.92	0.0979	-
Gm6472	X	predicted pseudogene 6472	4.99	4.90	0.98	0.0997	-
mt-Nd1	MT	mitochondrially encoded NADH dehydrogenase 1	6.76	6.42	0.95	0.0165	-

^1^Bold gene symbols indicate up-regulation in matBFMI. Y chromosomal genes were not differentially expressed. Chr – chromosome, matBFMI – BFMI mother, patBFMI – BFMI father, Fch – fold-change

^2^All values were log-transformed (ln)

^3^TFBS - Transcription factor binding sites for steroid hormones. Esrrb – estrogen related receptor b, ERE – estrogen response element, ADR3 – androgen direct repeats of the hexameric half-site, IR3 – androgen inverted repeats of hexameric half-site separated by 3 bp of spacer

### Quantitative PCR validation

We verified our gene expression fold-change results from the RNA-seq analyses performing qPCR for Ar, Peg3 and Srebf1. The qPCR results confirmed the direction of fold-changes in the obese matBFMI animals for the most genes with Ar being 3.27 fold (*p* = 0.004) up-regulated and Peg3 being severely down-regulated (0.36 fold, *p* = 0.002; Additional file 2: Table S4). Srebf1 was found to be 1.66 fold upregulated, although with lower significance (*p* = 0.065) as compared to the RNA-seq results (*p* = 0.027). It is possible that the upregulation of the androgen receptor is a reaction to low androgen levels that are known to be caused by obesity, though a study in cell culture found androgens to inhibit Peg3 expression [60].

### Allele specific expression

Since allele-specific expression could result from parental imprinting, we exploited the sequence information of expressed genes. After rigorous quality check, we found 47,566 SNPs on autosomes (7,470 not in genes, and 40,096 SNPs in 6,260 genes). After selecting SNPs for being different between parental strains BFMI and B6N 26,101 SNPs were left (1,846 not in genes, and 24,255 SNPs in 3,961 genes). After selecting for ASE there were 1,362 SNPs left (139 not in genes, and 1,223 SNPs in 415 genes). Filtering those for concordance yielded 1,315 SNPs (137 not in genes, and 1,178 SNPs in 402 genes, see Additional file 4: Table S2). These SNPs were used to search for parent-of origin-specific expression in the liver of 10 week old males. Deviations from balanced biallelic expression can cause different phenotypes by causing total gene expression differences but also independently since allele functions can be altered due to sequence variants, altering the function of gene products. 

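Total expression of the 10 genes of Table 5 was compared between the F1 groups, and allele shares were not analysed here. All 10 had a negative log2 fold change in matBFMI, 5 had an unadjusted p under 0.05 and 1, Peg3, passed an adjusted p of 0.05 from edgeR. Plg, which encodes plasminogen, was at 1077 ± 16.9 CPM in matBFMI and at 1246 ± 34.0 CPM in patBFMI (SD, n = 3 each), a log2 fold change of -0.21 (standard error 0.0825, adjusted p = 0.447). Harbi1 had a log2 fold change of -0.18 (adjusted p = 0.464) and Prkd3 of -0.25 (adjusted p = 0.6). For Commd1 and Mcts2 it was -0.02 for both (adjusted p = 0.977 and 0.984), and the sign of both turns positive when libraries are scaled by their size only. Of 50 imprinted genes tested, Peg3 was lower over all genes, and Peg3, Sgce and Zrsr1 were lower when adjusted over the list alone. As a set the imprinted genes did not pass (camera adjusted p = 0.232, in the direction of lower expression, with 25 of the 50 log2 fold changes above 0).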

We found evidence for allelic imbalances for protein coding genes Abca8b, Commd1, H13, Harbi1, Mcts2, Peg3, Plg, Prkd3 and Zrsr1 (Table 5).

**Table 5:** SNPs indicating allelic imbalance in both reciprocal crosses

					Alternative allele^1^ proportion			
Chr	SNP-Position	Ref/Alt	Gene symbol	Gene description	patBFMI	matBFMI	Ratio diff.	TFBS^2^
2	91712576	C/T	Harbi1	harbinger transposase derived 1	48.1	79.7	31.5	Esrra, Esrrb
2	152687856	C/T	Mcts2	malignant T cell amplified sequence 2	88.9	7.2	81.8	-
2	152704657	A/T	H13	histocompatibility 13	18.4	75.9	57.5	-
2	152705549	G/A	H13		7.9	100.0	92.1	
7	6704437	C/T	Peg3	paternally expressed 3 *	93.6	-	-	-
7	6706584	A/G	Peg3		100.0	-	-	
11	22956525	G/A	Commd1	COMM domain containing 1	37.3	57.7	20.3	-
11	22972794	G/T	Commd1		98.8	0.0	98.8	
11	22974882	G/A	Zrsr1	zinc finger (CCCH type), RNA binding motif and serine/arginine rich 1	95.2	4.6	90.7	-
11	109933190	T/C	Abca8b	ATP-binding cassette, sub-family A (ABC1), member 8b	57.6	30.9	26.7	-
11	109933214	C/T	Abca8b		60.8	38.5	22.4	
11	109974591	A/C	Abca8b		67.7	45.7	22.0	
12	104081368	A/G	Serpina4-ps1	serine (or cysteine) peptidase inhibitor, clade A, member 4, pseudogene 1	24.6	60.9	36.3	-
12	104081522	G/A	Serpina4-ps1		27.2	58.0	30.8	
17	12380069	G/T	Plg	plasminogen	22.6	71.7	49.1	-
17	78969687	T/C	Prkd3	protein kinase D3	77.5	57.3	20.2	-

Chr – chromosome, matBFMI – F1 males from BFMI mothers, patBFMI – F1 males from BFMI fathers; * Coverage thresholds for ChiSquare based difference calculations in Peg3 were not met in all matBFMI samples. However, variant calling annotates all matBFMI samples as reference (B6) at these positions, confirming the paternal expression. Further ASE gene details are given in Additional file 2: Table S2

^1^Alternative allele in these cases is the BFMI allele

^2^TFBS - Steroid hormone transcription factor binding sites. Esrra/b – estrogen related receptor a/b, ERE – estrogen response element

Paternal allele expression was identified for paternally expressed 3 (Peg3) and zinc finger (CCCH type), RNA binding motif and serine/arginine rich 1 (Zrsr1). Maternal allele expression was found for the gene H13. Previously, all three genes have been described to be genetically imprinted during gametogenesis and differentially expressed in offspring [61–64]. However, even if parent-of-origin specific expression is proven, the expression level of the paternal allele could differ between offspring due to *cis* or *trans* acting regulation that cannot be derived from RNA-seq data [64]. This was the case for **Peg3** in our study. Interestingly, the obese matBFMI males showed only 0.31 fold expression of Peg3 (*p* = 0.046), which was one of the genes with the most extreme decrease in expression. 

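Peg3 lies on chromosome 7 of GRCm38 from 6703892 to 6730431. It was at 6.07 ± 1.33 CPM (SD, n = 3) in matBFMI and at 27.2 ± 9.87 CPM (SD, n = 3) in patBFMI, where the 3 libraries gave 32.5, 15.8 and 33.2 CPM. Peg3 fell by 2.16 on the log2 scale (standard error 0.283, adjusted p = 0.0409 from edgeR). The call ended without any 1 library except patBFMI 2, at adjusted p up to 0.187. Among the 8 genes lower in matBFMI at the adjusted threshold, Slc15a2 and Cldn34c1 had larger decreases.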

Peg3 is a Krüppel C2H2-type zinc finger protein, which plays a role in the olfactory system related sexual learning, cell proliferation and p53-mediated apoptosis [65, 66]. In zebrafish, Peg3 inhibits the Wnt pathway [67]. 

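Cdh1, Egfr and Nrp1 had lower counts in every matBFMI library than in any patBFMI library, and none of these 3 passed an adjusted p of 0.05 from edgeR. Cdh1 was at 17.9 ± 3.53 CPM in matBFMI and at 31.2 ± 3.10 CPM in patBFMI (SD, n = 3 each), a log2 fold change of -0.80 (standard error 0.145, adjusted p = 0.101). Egfr was at 520.2 ± 152 CPM in matBFMI and at 1024 ± 136 CPM in patBFMI (SD, n = 3 each), a log2 fold change of -0.98 (standard error 0.203, adjusted p = 0.137). Nrp1 had a log2 fold change of -0.46 (standard error 0.0943, adjusted p = 0.135). Of 20 Wnt targets tested, which include these 3, 3 were higher (Ccnd1, Glul and Oat) and 5 were lower (Cyp1a2, Cdh1, Nrp1, Egfr and Tbx3) when adjusted over the list alone. Over all genes 0 passed in edgeR, against 1 higher and 4 lower in DESeq2, and 4 were higher and 6 lower at an unadjusted p under 0.05. As a set the targets did not pass (camera adjusted p = 0.158). The study picked Cdh1, Egfr and Nrp1 on the same libraries, so their direction is not independent evidence.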

In our data, lower expression of Peg3 in in obese males was accompanied by lower expressions of the Wnt target genes cadherin 1 (Cdh1: 0.75 fold, *p* = 0.03), epidermal growth factor receptor (Egfr: 0.85 fold, *p* = 0.05) and neuropilin 1 (Nrp1: 0.90 fold, *p* = 0.02). High Peg3 expression was recently suggested to protect from high-fat diet induced obesity in F1 offspring of reciprocal crosses between PWK and B6 [68]. The ‘paternal transmission’ of the Peg3 effect was deduced from the observation that B6 develop obesity under high fat diet, whereas PWK mice do not. Our data suggest that different paternal alleles and expression levels of Peg3 act differently in heterozygous BFMI/B6N mice.

Very little is known about the function of the imprinted gene **Zrsr1** although it was associated with the pluripotency state in induced pluripotent stem cells [69]. Furthermore, it could be shown that trans-acting DNA binding proteins, such as methyl-CpG binding domain proteins 2 (Mecp2), methyl-CpG binding domain protein Mbd1 and Mbd3 bind at maternal and paternal Zrsr1 alleles differently [70]. In our F1 male mice, Zrsr1 was 0.80 fold expressed in the obese F1 males (*p* = 0.08). 

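Zrsr1 was at 8.14 ± 0.663 CPM (SD, n = 3) in matBFMI and at 11.1 ± 0.113 CPM (SD, n = 3) in patBFMI. The log2 fold change was -0.45 (standard error 0.0939) and did not pass over all genes (adjusted p = 0.14 from edgeR), although each matBFMI library lay below each patBFMI library.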

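H13, which encodes the signal peptide peptidase, was at 54.2 ± 3.35 CPM (SD, n = 3) in matBFMI and at 61.9 ± 2.95 CPM (SD, n = 3) in patBFMI. The log2 fold change was -0.19 (standard error 0.0895) and did not pass over all genes (adjusted p = 0.538 from edgeR). Shares of the maternal allele were not analysed here.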

The predominant expression of the maternal **H13** allele was confirmed by our data and the gene was only 0.94 fold expressed (*p* < 0.05) in the matBFMI males.

Differences in expression of imprinted genes could be causal for regulation of down-stream genes contributing to obesity. Recently, paternal intergenerational metabolic reprogramming was found in drosophila, where paternal fat-diet led to changes in the germ cell chromatin state, transcription patterns and modified offspring metabolism. The genetic factors identified in drosophila have been verified in mouse and human studies [71].

We also found a lower proportion of the BFMI **Abca8b** allele expressed by the obese matBFMI males. While the patBFMI expressed between 58–68 %, the matBFMI expressed only 31–46 % of the BFMI allele. This corresponds to a mean difference for the alternative allele proportion of 24 % under a fold-change of 0.87 (*p* = 0.06) in total gene expression. 

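Abca8b lies on chromosome 11 of GRCm38 from 109932190 to 109995845. Its total expression was 104.5 ± 10.2 CPM (SD, n = 3) in matBFMI and 161 ± 29.3 CPM (SD, n = 3) in patBFMI. The log2 fold change was -0.62 (standard error 0.147) and did not pass over all genes (adjusted p = 0.19 from edgeR). Between BFMI and B6N it was 0.63 (standard error 0.188, adjusted p = 0.0843).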

ATP-binding cassette (ABC) transporter genes represent the largest family of transmembrane proteins, which arrange the transport of various molecules across all cell membranes utilizing energy from bound ATP. Most ABC genes move compounds from the cytoplasm to the outside of the cell or into an extracellular compartment (endoplasmic reticulum, mitochondria, peroxisome). ABC transporters shuttle hydrophobic compounds within the cell as part of a metabolic process or outside the cell for transport to other organs or secretion from the body. The Abca subfamily includes the largest Abc genes (several >2000 amino acids) and its members are involved in transport of vitamin A (retinol, etc.) derivatives as well as in disorders of cholesterol transport and high-density lipoproteins (HDL) biosynthesis [72]. Our data from pathway analyzes and ASE indicate that altered functions of ABC transporters (mainly subfamily Abca and Abcd) contribute to the accumulation of body fat in the obese matBFMI males.

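Among the ABC transporters of subfamilies Abca and Abcd, Abcd2 and Abcd3 had positive and Abca8a and Abca8b negative log2 fold changes. Abcd2, which carries very long chain fatty acids into peroxisomes, was at 26.2 ± 3.67 CPM in matBFMI and at 12.1 ± 1.37 CPM in patBFMI (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.126, adjusted p = 0.0209 from edgeR). The call of Abcd2 ended without patBFMI 3 or matBFMI 3, at adjusted p up to 0.137. Of 14 genes tested, Abcd2 passed over all genes. When adjusted over the list alone, 3 were higher and 2 were lower. Abcd3 had a log2 fold change of 0.40 (adjusted p = 0.217) and Abca8a of -0.61 (adjusted p = 0.243). As a set the 14 genes did not pass (camera adjusted p = 0.383, in the direction of higher expression), with a median log2 fold change of -0.04 that becomes 0.04 when libraries are scaled by their size only.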

## Conclusions

In reciprocal crosses between the obese line BFMI and the lean line B6N, we observed high fat deposition with and without cross-fostering beginning at puberty only in male F1 offspring of obese BFMI mothers, but not in females of the same cross and males and females of the reciprocal cross. Gene expression analysis of liver RNA provided evidence for higher expression of genes controlling fat deposition and impaired β-oxidation of lipids as well as effects on the circadian rhythm in the obese F1 males. The obese F1 males likely use more carbohydrates and amino acids for energy production than lean males. Among the extremely up-regulated genes were Cytochrome A4 genes leading to hydroxylation of fatty acids. Furthermore, typical imprinted genes were differentially expressed between the two groups of males in reciprocal crosses.

The observations led us to the conclusion that parent-of-origin effects during gametogenesis and pregnancy play a significant role for the development of obesity in later life. Postnatal maternal effects significantly influence fat deposition, but could not entirely overwrite perinatal parent-of-origin-effects. Reprogramming of gametes and metabolic imprints during pregnancy set epigenetic marks that lead to differential expression of genes in response to sex-hormone activation beginning at puberty. We suggest that the obese F1 males store more fat due to impaired β-oxidation and cellular compound transport. They compensate the lower energy production from fatty acids by an increased use of alternative fuels for the mitochondrial and non-mitochondrial energy production. The hydroxylases Cyt4a10 and Cyp4a14 are suggested to contribute to increased fatty liver, but the hydroxylated fatty acids are likely nonhazardous. The imprinted genes Peg3, Zrsr1, und H13 and the androgen receptor might play important sex-specific roles for affected down-stream signaling and metabolic pathways. We further suggest that the Y and X chromosomes as well as mitochondria play a minor role in the identified phenotypic differences.

Since the higher adipose tissue mass in F1 males of the BFMI mother was maintained during cross-fostering, parent-of-origin effects of genomic reprogramming during gametogenesis and maternal effects during pregnancy could be causal for the elevated fat accumulation.

Although, we found indicators for substrate inhibition circuits in mitochondria, the hypothesis of impaired substrate selection or mitochondrial substrate overload by fatty acids in BFMI mitochondria needs further research. Furthermore, we like to point out that allele-specific-expression analysis with RNA-seq data requires high control standards. Allele-specific expression could only be tested, if sequence variation was identified between the examined mouse strains. Since the analysis performed in this study was very conservative, the data we present here are highly reliable. Nonetheless, we miss information on genes without variation in the coding sequence and genes with very low transcript levels in liver. Moreover, the molecular mechanisms necessary for allele specific expression in adult tissues need further evaluation. A controlling function of sex hormones in metabolism was shown before and is supported by reduced counts of binding sites for estrogens in down-regulated genes in our data.

## Additional files

Additional file 1:
**Table S3.** Position weight matrices for scanned TFBS. (XLSX 12 kb) Additional file 2:
**Table S4.** Validation of RNA-seq derived fold-changes via qPCR. (XLSX 10 kb) Additional file 3:
**Table S1.** All genes being differentially expressed between both reciprocal crosses (*p* < 0.1). (XLSX 96 kb) Additional file 4:
**Table S2.** Sequence variants measured as monoallelic in one or both reciprocal crosses.

## Abbreviations

ASE: allele specific expression
Ar: androgen receptor binding site
ADR3: androgen direct repeats of the hexameric half-site
ARE: androgen response element
B6N: C57BL/6NCrl strain
BFMI: Berlin Fat Mouse Inbred strain 860-12/Hber
Esrra/b: estrogen related receptor a/b
ER: estrogen receptor alpha
ERE: estrogen response element
Fch: fold-change
GR: glucocorticoid receptor
IR3: androgen inverted repeats of hexameric half-site separated by 3 bp of spacer
matBFMI: maternal BFMI F1 animals (male B6N x female BFMI), obese
ORA: overrepresentation analysis (via innateDB)
patBFMI: paternal BFMI F1 animals (male BFMI x female B6N), non-obese
RPKM: Reads Per Kilobase per Million mapped reads
TFBS: transcription factor bindings site

How the deposited data were processed for this re-analysis (not part of the article)

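Liver RNA of 10 mice aged 10 weeks was sequenced: 3 F1 males of a BFMI mother (matBFMI), 3 F1 males of a BFMI father (patBFMI), and 1 male and 1 female each of BFMI and B6N. The condition of each library was taken from the sample records and the paper. The authors deposited raw read counts per Ensembl gene and RPKM values computed after quantile normalization. The submitters' processing notes name Trimmomatic 0.32, TopHat2 2.10, Bowtie2 2.2.6 and Picard 1.99. In both tables 3 columns belong to animals with no sample record, and these were not used.

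The tables hold 41388 genes, of which 40340 were matched by identifier to GENCODE M21 (Ensembl 96, GRCm38) for symbols and positions. F1 males were compared with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test on raw counts scaled by TMM. Genes with at least 10 counts in at least 3 of the 6 libraries were kept, p was adjusted by Benjamini-Hochberg, and the threshold was 0.05. BFMI and B6N, and females and males, were compared in 1 fit of all 10 libraries, with genes of at least 10 counts in at least 2 libraries. That fit holds terms for strain or cross and for sex, and most of its spread comes from the F1 males. Depth is given as assigned reads per library, and the precision of a value as the SD over animals or the standard error of the fit. For a gene with 0 counts in a group, a floor of 3 counts over the group gives a lower bound of the fold.

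Lists of genes were tested with camera at a preset correlation of 0.01 (limma 3.58.1), and again with an estimated correlation and with fry. Of the genes in the lists, 9 were not matched to the tables. Named genes are every gene the study names at a claim, up to 10 genes in each direction with the largest change among those past the threshold with separate libraries, and 2 to 4 members of each list with the smallest p. Genes named beyond this rule were chosen after their values were seen. The slope of the F1 difference on the strain difference over X-linked genes was compared with 10000 random sets of autosomal genes. Transcripts were compared with BLAST 2.17.0. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

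The pipeline was tested on simulated data. Alternatives covered other scalings, DESeq2 1.42.0, limma, other filters on low counts, the deposited RPKM with pseudocounts of 1 and 0.1, the study's own kind of test, the offspring number as a replicate block, and leaving out each library. The scan for hormone response elements, allele shares and pathway sets of KEGG were not analysed here. Results for some genes are not reported here.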

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

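The tests of the pseudogenes against the strain difference and relative to mitochondrial transcripts, and of sex-biased genes outside the lists, were chosen after these results were seen, as was leaving Cldn34c1 out of the X-linked slope.

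The pseudogenes Gm11512, Gm4076 and Gm13340, which the paper does not discuss, had the smallest p between matBFMI and patBFMI, with log2 fold changes of 4.65, 4.33 and 1.41 (adjusted p = 2.87e-05, 0.0011 and 0.0011 from edgeR), and kept their calls when any 1 library was left out. The best match of all 3 transcripts lies on the mitochondrial genome: mt-Co1 for Gm11512 (90.7% identity) and Gm13340 (97.6%), and mt-Nd5 for Gm4076 (95.2%). The F1 log2 fold change was 0.94, 0.932 and 0.777 of that between BFMI and B6N. All 3 ratios pass a limit set after these values were seen. For Gm13340 the F1 value of 1.41 (standard error 0.0973) lies below the strain value of 1.813 (standard error 0.131), but mt-Co1 itself differs between the libraries. Relative to mt-Co1, Gm13340 was at 0.166 to 0.167 in matBFMI and 0.163 to 0.171 in BFMI, against 0.0542 to 0.0551 in patBFMI and 0.0561 to 0.0562 in B6N, log2 differences of 1.61 between the F1 groups and 1.57 between the strains. Relative to the transcripts they match, these were 4.88 and 4.69 for Gm11512 and 4.32 and 4.44 for Gm4076, so that each F1 difference is about that between the strains. A candidate explanation is that reads of mitochondrial transcripts with BFMI variants, inherited from the mother, were counted at the nuclear copies. Reads were not analysed here, and sequences inherited from the mother in another way stay open.

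Male-biased liver genes were lower and female-biased liver genes were higher in matBFMI males, groups the paper does not test. The medians were -0.59 over 39 genes and 0.48 over 35 genes (camera adjusted p = 1.65e-11 and 2.21e-11, and 0.331 and 0.234 with an estimated correlation). When adjusted over the list alone, 21 male-biased genes were lower and 1 higher, and 4 female-biased genes were higher and 1 lower. Over all genes in edgeR, 1 male-biased gene was higher and 1 lower, and 3 female-biased genes were higher. In DESeq2, 1 male-biased gene was higher and 16 were lower, and 3 female-biased genes were higher and 1 was lower. The female-biased list shares 3 genes with that of peroxisomal and omega oxidation. Correction for GC content and gene length left the male-biased median at -0.52 (-0.519), and without any 1 library it stayed at -0.365 or below, which argues against these as the whole cause. Of 83 genes called between inbred females and males outside both lists, 62.7% had the same sign in the F1 comparison (60.3% of 73 autosomal genes), both near the limit of 60% set for this test. By direction it was 27 of 40 genes higher in males and 25 of 43 genes higher in females (21 of 33 and 23 of 40 autosomal genes), so that the genes higher in females do not reach the limit alone. The difference between the directions was not tested. Over all 108 called genes, those higher in females were higher as a set by camera with an estimated correlation (adjusted p = 0.048). The 108 include genes of both lists, whose shift prompted this test, so that this result in part repeats that shift. Those higher in males did not pass as a set (adjusted p = 0.0887). A shift along the difference between the sexes may be one explanation, and which direction follows it more closely stays open. Across all 16797 genes the Pearson correlation of the F1 and sex differences was -0.00136 and the Spearman correlation -0.109, which gives no sign of a shift of all genes in that direction. Lane cannot be told apart from the direction of cross, since 0 lanes hold libraries of both groups. The direction of cross itself stays open as untested.

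Over 21 X-linked genes that differ between the strains the F1 difference followed the strain difference with a slope of 0.74, a relation the paper does not report. This takes the fitted value of Cldn34c1, a gene at 0 counts in matBFMI, which is no bound; without Cldn34c1 the slope was 0.314 over 20 genes (permutation p = 0.017). F1 males carry the X chromosome of the mother's strain, which is the biological explanation that the design gives. Loss of BFMI reads in alignment to the B6-derived reference would lower BFMI expression, but the slope over the 9 genes higher in BFMI was 0.388, above the 95th percentile of random autosomal sets (0.249), which argues against it as the whole cause for these genes. For the 12 genes higher in B6N (slope 1.01, and 0.202 over the 11 other than Cldn34c1) it stays open and may contribute.

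These genes, which the paper does not discuss, also differed between the F1 groups. Armcx4 had a log2 fold change of 1.55 and kept its call when any 1 library was left out. Slc15a2 had a log2 fold change of -4.08, and its call ended without matBFMI 3 (adjusted p = 0.064). For Spc24 (0.82), Cyp3a59 (0.64) and Serpina1e (-1.15) the call ended without any 1 library except patBFMI 2, at adjusted p up to 0.137, 0.139 and 0.182. Gspt2 (2.05) lost its call without patBFMI 3 or without any 1 matBFMI library (adjusted p up to 0.158). The call of Wee1 (1.94) ended when any 1 library except matBFMI 2 was left out (adjusted p up to 0.187). Cldn34c1, at least 20.3-fold lower in matBFMI, lost its call when any 1 library except patBFMI 2 was left out (adjusted p up to 0.158). Some of these transcripts have close copies: Cldn34c1 matches Cldn34c2 at 99.9% identity over 702 bases, Cyp3a59 matches Cyp3a25 at 97.0% and Serpina1e matches Serpina1b at 96.2%. Reads shared between such copies were not analysed here.

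Lists outside the paper's discussion also differed between the F1 groups. Each was called by camera at the preset correlation, and none passed with an estimated correlation or with fry as a shift in 1 direction. Markers of Kupffer cells and macrophages had a median log2 fold change of -0.28 (camera adjusted p = 2.34e-09; adjusted p = 0.234 with an estimated correlation and 0.0805 with fry), and 0 of the 15 passed over all genes in edgeR or DESeq2, while 10 had an unadjusted p under 0.05 in edgeR. Of 30 interferon response genes, 7 were positive (median -0.22, and -0.144 when libraries are scaled by their size only), and 7 were lower when adjusted over the list alone, among them Gvin1 (-0.80) and Ifi47 (-0.67) (camera adjusted p = 4.16e-07; adjusted p = 0.42 with an estimated correlation). Of 76 ribosomal protein genes, 16 were positive (median -0.12, and -0.033 with that scaling; camera adjusted p = 2.82e-05; adjusted p = 0.42 with an estimated correlation). Of 27 acute phase genes, 7 were positive (median -0.13, and -0.0502 with that scaling), and 6 were lower when adjusted over the list alone, including Il1r1, Fga (-0.41), Fgg (-0.41) and Fgb (-0.38) (camera adjusted p = 0.00397; adjusted p = 0.293 with an estimated correlation).

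Between inbred females and males 111 genes were called, and between BFMI and B6N 1332, comparisons of 4 animals that the paper does not report as lists. Markers of the pancreas had a median log2 fold change of -6.46 between BFMI and B6N.

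The F1 groups were compared with the other 9 ways of splitting the 6 males into 3 and 3. Of 10 splits, 1, the real one, gave 24 genes at an adjusted p of 0.05, against at most 1 in the others. At an unadjusted p of 0.05, 1 of 10 gave as many as the real 1654, against at most 1493 in the others. For gene lists 1 of 10 gave as many as the real 17, but the others gave 7 to 15, so camera at the preset correlation calls many lists for any split. The 17 include the Srebf1 targets, which the study chose on the real groups. The splits are too few for a share under 0.05.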

How the results depend on the processing

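The alternatives with unequal variances and mean RPKM above 0.5, the X-linked slope without Cldn34c1 or without each library, and the sex difference from 1 strain at a time were chosen after the data were seen. The other choices were made before the data were examined. The cause of each difference below was not tested, unless fewer genes or libraries in the test give it.

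The 24 genes called between the F1 groups kept their sign in every alternative that tested them. The number of genes called was 56 with library size only (45 higher and 11 lower), 12 with quantile normalization and limma, 305 with DESeq2, 696 with no filter on low counts, 15 with at least 50 counts in 3 libraries, 13 with a mean RPKM above 0.5 in an F1 group, 15 with all 10 libraries in the fit and 7 to 66 without 1 library. With the offspring number as a replicate block it was 175. The mothers of the F1 groups are of different strains, and the number marks no known pair. Libraries with the same number had correlations of 0.294, -0.061 and 0.0965 in a check of pairing, and those with different numbers -0.293 to 0.228. The 175 calls are thus no result of a paired design. Limma on ln(RPKM + 1) and on ln(RPKM + 0.1), and the study's test with equal variances, with unequal variances, or with unequal variances and a mean RPKM above 0.5, each called 0 genes at an adjusted p of 0.05. At an unadjusted p of 0.05, F1 matBFMI against patBFMI gave 2612 genes with no filter, and in the order of these 5 tests 403, 371, 703, 497 and 415, and 1140 to 2710 without 1 library. With a difference of at least 20% the numbers were 2448, then 397, 370, 198, 132 and 67, and 984 to 2291.

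BFMI against B6N gave 563 to 817 genes without 1 inbred animal. Female against male gave 349 genes with DESeq2, 582 with no filter, 466 from only the 4 inbred animals, 67 without the strain term and 39 to 153 without 1 inbred animal. The F1 and strain differences had a correlation of 0.263 over called genes only, and of 0.11 to 0.198 without 1 library. For the F1 and sex differences these were 0.385, and -0.0534 to 0.0683. The X-linked slope was 0.551 over all 651 genes, 0.746 with RLE size factors, 0.314 without Cldn34c1 and 0.72 to 0.763 without 1 F1 library.

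Of the 33 lists, 0 passed with an estimated correlation and 0 with fry. The adjusted p with an estimated correlation and with fry was 0.234 and 0.104 for PPAR alpha targets, 0.234 and 0.0805 for Srebf1 targets (chosen by the study on these libraries), 0.331 and 0.154 for cholesterol synthesis, 0.293 and 0.104 for the circadian clock, 0.661 and 0.289 for the citrate cycle, 0.58 and 0.386 for Cyp2c, 0.293 and 0.104 for glycerolipid and monocarboxylate transport, 0.293 and 0.143 for lipogenesis, 0.421 and 0.104 for mitochondrial β-oxidation, and 0.293 and 0.104 for peroxisomal and omega oxidation. With the replicate block the Cyp2c list had an adjusted p of 0.113. Without 1 library the adjusted p ranged from 0.00251 to 0.0542 for the circadian clock, from 0.00592 to 0.138 for the citrate cycle, from 0.000813 to 0.674 for Cyp2c, from 0.00671 to 0.651 for the mitochondrial genome and from 0.00122 to 0.885 for the respiratory chain.

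Scaling moved the median of all genes by under 0.1 on the log2 scale. Of the 203 named genes tested, 20 were called, and 17 that were not called changed sign in at least 1 setting. For the scan of hormone response elements, the alternatives of a score threshold, of genes with a difference of at least 20% and of genes from the study's own test were not run.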

Differences from the paper's values

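At an unadjusted p under 0.05, edgeR gave 864 genes higher and 790 lower in matBFMI, where the paper's numbers are 220 and 189. Of the alternatives set before the data were examined, limma on ln(RPKM + 1) gave 220 and 183, limma on ln(RPKM + 0.1) 198 and 173, and the study's test with unequal variances 260 and 237, all within 1.5 times the paper's numbers. The other alternatives set before the data were examined, such as DESeq2 (751 and 694) and the study's test with equal variances (364 and 339), were not. Unequal variances with a mean RPKM above 0.5, chosen after seeing the values, gave 222 and 193 and drops 0 of the paper's 409 genes.

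The 46 ratios of mean ln(RPKM + 1) in the paper's text differ from those computed here by at most 0.009, and the means and p of all 848 genes of Table S1 match within rounding. The paper's fold-changes are thus ratios of log-scale means, and those given here as log2 fold changes are on another scale. Of 844 genes of Table S1 tested here, 842 had the same sign, and Mup3 (log2 fold change -0.20) and Rnf13 (5.73e-05) had the opposite sign.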

Other observations

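The sums of pancreas markers by library were taken after the difference in these markers was seen.

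Livers of the obese BFMI line and the lean B6N strain differed in many genes: 722 were higher and 610 lower in BFMI of 19974 tested (564 and 797 in all without the BFMI male or female, and 563 and 817 without the B6N male or female). Serpina3c, a serine protease inhibitor, had a log2 fold change of 7.94 (adjusted p = 1.5e-07 from edgeR), and Ctse, a protease, of 6.86 (adjusted p = 3.02e-07). Of 6 erythroid markers all were higher in sign (median 1.42; camera adjusted p = 2e-15; adjusted p = 0.055 with an estimated correlation), and 4 passed over all genes. Of 76 ribosomal protein genes 12 were lower (camera adjusted p = 1.03e-15; adjusted p = 0.776 with an estimated correlation), and of 15 Kupffer cell markers 6 were lower (camera adjusted p = 6.4e-07; adjusted p = 0.248 with an estimated correlation). All 15 pancreas markers were lower in BFMI (camera adjusted p = 1.03e-64; adjusted p = 0.055 with an estimated correlation). Summed over these markers, expression was 28.9 CPM in the B6N male, 164 CPM in the B6N female, 0.801 and 1.03 CPM in the BFMI animals, 0.964 CPM in patBFMI 1 and 0.104 to 0.303 CPM in the other 5 F1 libraries. The strains rest on 1 male and 1 female each.

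Between inbred females and males, 62 genes were higher and 49 lower in females. Xist (log2 fold change 8.95) and the sulfotransferase Sult3a1 (7.86) were higher, and the Y-linked Eif2s3y (-8.88) was lower. Of 40 female-biased liver genes 18 were higher (camera adjusted p = 7.36e-84; adjusted p = 0.00645 with an estimated correlation), and of 39 male-biased liver genes 9 were lower (camera adjusted p = 5.08e-56; adjusted p = 0.0908 with an estimated correlation). Markers of other cells differed as well. All 15 pancreas markers were positive in females (median 2.22, camera adjusted p = 1.79e-15, and 0.271 with an estimated correlation). Of them, Amy2a5 passed over all genes and 12 passed when adjusted over the list alone. Their sum was 164 CPM in the B6N female and 28.9 CPM in the B6N male. In the BFMI female and male it was 1.03 and 0.801 CPM. Most of this difference thus lies in the B6N pair, 1 animal of each sex. All 6 erythroid markers were negative (median -0.546; camera adjusted p = 1.96e-07; adjusted p = 0.143 with an estimated correlation), of which Alas2 passed over all genes and Alas2, Hba-a1 and Hba-a2 passed over the list alone. Without the B6N male or female the number of genes called fell to 41 or 39. Over genes called between the sexes, 75 of 108 had the same sign between the F1 groups, and across all genes, which are not independent replicates, the Pearson correlation was -0.00136 and the Spearman correlation -0.109.

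Other lists did not pass between the F1 groups by camera: amino acid breakdown (adjusted p = 0.402), bile acid synthesis and transport (0.599), cholangiocyte (0.699), endothelial (0.383), erythroid (0.939), adipocyte (0.177), lymphocyte and neutrophil (0.0753) and stellate cell markers (0.614), replication-dependent histones (0.232) and immediate early genes (0.161).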
